# Loss of the E3 ubiquitin ligase MKRN1 represses diet-induced metabolic syndrome through AMPK activation

**DOI:** 10.1038/s41467-018-05721-4

**Published:** 2018-08-24

**Authors:** Min-Sik Lee, Hyun-Ji Han, Su Yeon Han, Il Young Kim, Sehyun Chae, Choong-Sil Lee, Sung Eun Kim, Seul Gi Yoon, Jun-Won Park, Jung-Hoon Kim, Soyeon Shin, Manhyung Jeong, Aram Ko, Ho-Young Lee, Kyoung-Jin Oh, Yun-Hee Lee, Kwang-Hee Bae, Seung-Hoi Koo, Jea-woo Kim, Je Kyung Seong, Daehee Hwang, Jaewhan Song

## Abstract

AMP-activated protein kinase (AMPK) plays a key role in controlling energy metabolism in response to physiological and nutritional status. Although AMPK activation has been proposed as a promising molecular target for treating obesity and its related comorbidities, the use of pharmacological AMPK activators has been met with contradictory therapeutic challenges. Here we show a regulatory mechanism for AMPK through its ubiquitination and degradation by the E3 ubiquitin ligase makorin ring finger protein 1 (MKRN1). MKRN1 depletion promotes glucose consumption and suppresses lipid accumulation due to AMPK stabilisation and activation. Accordingly, *MKRN1*-null mice show chronic AMPK activation in both liver and adipose tissue, resulting in significant suppression of diet-induced metabolic syndrome. We demonstrate also its therapeutic effect by administering shRNA targeting MKRN1 into obese mice that reverses non-alcoholic fatty liver disease. We suggest that ubiquitin-dependent AMPK degradation represents a target therapeutic strategy for metabolic disorders.

## Abstract (web summary)

AMPK activation has been suggested as treatment for obesity and its complications. Here the authors show that the ubiquitin ligase MKRN1 binds to AMPK and mediates its ubiquitination and degradation. Loss of MKRN1 leads to AMPK activation, increased glucose consumption and decreased lipid accumulation.

## Introduction

Metabolic syndrome is associated with the risk of developing a number of disorders, including type 2 diabetes (T2D), non-alcoholic fatty liver disease (NAFLD) and cardiovascular disease, and has become a common pathological condition due to the increased prevalence of obesity associated with the western lifestyle^1–3^. The syndrome develops in response to chronic disturbances in the balance between energy intake and expenditure^4^. From a therapeutic perspective, cellular energy expenditure (EE) has emerged as an attractive strategy for the treatment of obesity and diabetes^1^. Although the molecular mechanisms implicated in regulating the energy-wasting process in brown fat and skeletal muscle have been identified, new and effective drugs for the treatment of obesity that stimulate cellular EE remain to be developed^2^.

AMP-activated protein kinase (AMPK), a cellular energy-sensing enzyme, is a key regulator of metabolic syndrome and comprises diverse heterotrimeric complexes containing a catalytic (α1 or α2) subunit and two other regulatory subunits (β1 or β2 and γ1, γ2 or γ3)^5,6^. Under various conditions of energy stress that elevate the AMP/ATP ratio, the binding of AMP to the γ subunit maintains the enzyme in an activated state due to allosteric activation, which promotes phosphorylation by the upstream kinases liver kinase B1 and calcium calmodulin-dependent protein kinase kinase β^6^. Consequently, AMPK activation generates ATP to restore energy homeostasis by upregulating catabolic processes and inhibiting energy-consuming anabolic processes^5–7^.

AMPK, an attractive anti-obesity target for exploiting cellular EE, integrates nutritional, hormonal and pharmacological inputs to maintain the cellular energy balance^8,9^. In many genetic rodent models, including leptin-deficient (*ob*/*ob*) mice, sustained decreases in AMPK activity accompany metabolic syndrome^10,11^. AMPK activation mitigates metabolic syndrome in peripheral tissues. AMPK activation in the liver promotes the phosphorylation of acetyl-CoA carboxylase (ACC) to restrain fatty acid synthesis^5,7^ and suppresses the activity of the transcription factors sterol regulatory element-binding protein 1 (SREBP-1) and carbohydrate response element-binding protein (ChREBP)^12–14^, which inhibit hepatic lipogenesis. AMPKα2 deficiency causes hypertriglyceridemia^15^, whereas liver-specific AMPK activation prevents diet-induced NAFLD in mice^16^. Pharmacological AMPK activators, such as 5-aminoimidazole-4-carboxamide (AICA) riboside, ameliorate insulin resistance in rodent models^5,17,18^, although poor bioavailability limits their biological effects in vivo. Furthermore, a lack of both AMPKβ1 and β2 in adipocytes opposes the thermogenic responses of brown and beige fat and intensifies diet-induced NAFLD and glucose intolerance^19^, supporting the physiological role of AMPK in lipid metabolism and its clinical relevance. In contrast, the activation of hypothalamic AMPK is associated with the promotion of appetite in response to fasting and results in increased food intake and body weight^20–22^. Given the role of AMPK in the maintenance of the whole-body energy balance, it is not surprising that AMPK activation increases the orexigenic effect related to the energy supply^23^. Thus, despite a wide array of salutary effects of AMPK activation on metabolic syndrome, the systemic effect of chronic AMPK activation presents a unique challenge^24^. The identification of a tissue-specific AMPK regulatory mechanism would be an alternative strategy for the development of potent and selective AMPK activators^25,26^.

Although AMPK phosphorylation is the best-delineated system through which AMPK enzymatic activity is regulated, the ubiquitin-proteasome system has begun to attract attention as a possible regulatory mechanism that controls AMPK function in energy metabolism^27–29^. Tripartite motif-containing 28, an E3 ubiquitin ligase, and UBE2O, an E2 ubiquitin-conjugating enzyme, ubiquitinate and degrade AMPKα1 and α2, respectively, resulting in AMPK dysfunction in cancer^30,31^. However, an E3 ubiquitin ligase for AMPK that controls systemic metabolism has yet to be reported.

As shown in this study, makorin ring finger protein 1 (MKRN1) is an E3 ubiquitin ligase for AMPK in the liver and adipocyte tissues. AMPK activation in mice lacking MKRN1 prevents NAFLD, insulin resistance and obesity associated with a high-fat diet (HFD). The possible curative effects of MKRN1 inhibition on hepatic steatosis and hyperglycaemia were further observed using an adenoviral gene delivery system. Our study provides new therapeutic opportunities for treating metabolic syndrome by hijacking the E3 ubiquitin ligase for AMPK.

## Results

### MKRN1 inhibition induces AMPK-dependent catabolic processes

The physiological role of MKRN1 has been well delineated in cancer based on its ability to degrade several tumour suppressors^32–35^. MKRN1 is also associated with adipocyte differentiation in vitro^36^. However, the implications of MKRN1 for systemic energy metabolism have yet to be studied. We initially measured glucose metabolic activity in *MKRN1*-deficient mouse embryonic fibroblasts (MEFs) to further define the metabolic functions of MKRN1. Intriguingly, increased glucose uptake was observed in MEFs lacking *MKRN1* or HepG2 cells depleted of MKRN1 (Fig. 1a, f and Supplementary Fig. 1a). Accordingly, we observed increased levels of metabolites of glycolysis and the tricarboxylic acid cycle (Fig. 1b, c) in MEFs lacking *MKRN1*. The data suggest that MKRN1 depletion promotes energy production via cellular glucose utilisation. In addition, our previous reports indicated that MKRN1 suppression might promote AMPKα1 and α2 phosphorylation^35^. Based on these observations, we reasoned that the activation of AMPK signalling might be involved in promoting glucose metabolism in *MKRN1*-null MEFs. As expected, MKRN1 deficiency increased the levels of activated AMPKα (phosphorylated at T172), which suppressed the activity of its downstream target, acetyl coenzyme A ACC, via phosphorylation (Fig. 1d). Additionally, MKRN1 ablation induced an increase in AMPKα protein level without affecting messenger RNA levels, suggesting that these events depend on post-translational processes (Fig. 1d). Similar results were also observed in MKRN1-depleted HepG2 and Hep3B cells following transfection with two independent small interfering RNAs (siRNAs) (Fig. 1f and Supplementary Fig. 1b). In accordance with AMPK activation under MKRN1 depletion, alterations in the expression of genes that activate glycolysis and suppress fatty acid synthesis were further observed (Fig. 1e)^7,37,38^. AMPKα ablation completely reversed the effects of MKRN1 on glycolytic and lipogenic gene expression (Supplementary Fig. 1c, d). The implications of MKRN1 for the modulation of AMPK-mediated regulation of glucose metabolism were further revealed by the increased glucose uptake *MKRN1*-null MEFs, which was reversed by AMPKα knockdown (Supplementary Fig. 1e, f). Given the suppression of lipogenic gene expression, we further investigated the effect of MKRN1 ablation on HepG2 cellular steatosis induced by free fatty acids (FFAs). MKRN1 knockdown reduced lipid accumulation in HepG2 cells, as indicated by Oil Red O staining (Fig. 1g) and the triglyceride (TG) mass (Fig. 1h). These effects were completely reversed upon AMPKα2 ablation (Supplementary Fig. 1g). Corroborating these findings, fatty acid oxidation (FAO) was enhanced in MEFs lacking *MKRN1* or HepG2 cells in which MKRN1 was ablated (Fig. 1i–k and Supplementary. Fig. h–j). Thus, MKRN1 deficiency induces activation of the AMPK signalling pathway, leading to a metabolic switch from anabolism to catabolism.

**Fig. 1:**
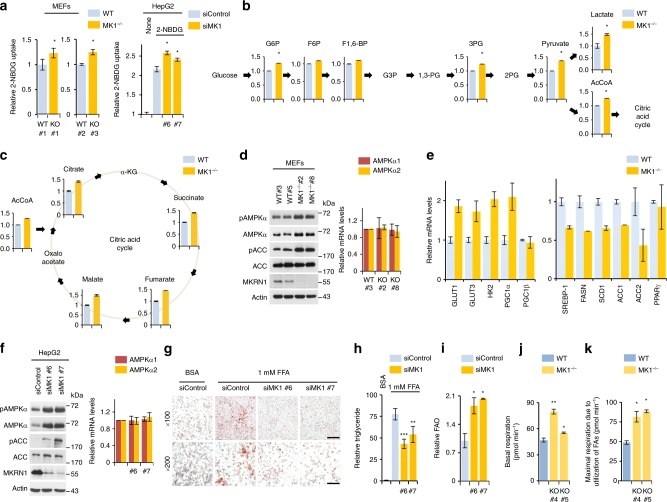
MKRN1 depletion stimulates glucose metabolism by activating AMPK signalling. Analysis of wild-type (WT) or *MKRN1*-knockout (*MK1*^−*/*−^) littermate primary mouse embryonic fibroblasts (MEFs) and HepG2 cells transduced with two independent siRNAs targeting MKRN1 (siMK1 #6 and siMK1 #7) or a control siRNA for 48 h. **a** Glucose consumption in *MK1*^−*/*−^ MEFs (left) or MKRN1-depleted HepG2 cells (right) was measured based on the absorption of 2-[*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino]-2-deoxy-d-glucose (2-NBDG) by the cells. **b**, **c** Intracellular levels of glycolytic and citric acid cycle intermediates were determined by capillary electrophoresis–time-of-flight mass spectrometry of the MEFs. Each bar represents the relative amount of a metabolite for WT MEFs. G6P glucose-6-phosphate, F6P fructose-6-phosphate, F1,6-BP fructose-1,6-bisphosphate, G3P glucose-3-phosphate, 1,3-BG 1,3-bisphosphoglycerate, 3PG 3-phosphoglycerate, 2PG 2-phosphoglycerate, AcCoA acetyl-CoA, α-KG α-ketoglutarate. **d**, **f** To validate the AMPK signalling pathway or mRNA levels of AMPKα subunits, immunoblotting or quantitative real-time PCR analysis was performed using MEFs (**d**) and HepG2 cells (**f**). Cell lysates were immunoblotted with antibodies against pAMPKα, AMPKα, pACC, ACC, MKRN1 and actin. **e** The mRNA levels of glycolytic or lipogenic enzymes in MEFs were analysed by quantitative real-time PCR. **g**, **h** FFA-induced steatosis in HepG2 cells. Oil Red O staining (**g**) and TG levels (scale bar = 100 µm (top), 50 µm (bottom) (**h**) of the cells treated with FFA/FFA-free bovine serum albumin (BSA), which served as controls. All the experiments with MEFs were conducted in cells within the first 3–6 passages. **i** Fatty acid oxidation was analysed in MKRN1-depleted HepG2 cells. **j** The basal oxygen consumption rate (OCR) was measured in WT and *MK1*^−/−^ MEFs. **k** After sequential treatment with oligomycin, FCCP and rotenone/antimycin-A in the presence of BSA or BSA conjugated to palmitate, OCR was measured in WT or *MK1*^−*/−*^ MEFs. The results were normalised against total protein levels using XF-Analyze. All data are presented as the mean ± standard deviation (s.d.) of triplicate samples and are representative of at least three independent experiments. two-tailed Student’s *t*-test; ^*^P ≤ 0.05, ^**^P ≤ 0.01, ^***^P ≤ 0.001

### MKRN1 acts as an E3 ubiquitin ligase for AMPKα

As MKRN1 depletion induced AMPKα stabilisation without affecting its mRNA levels, the potential role of MKRN1 as an E3 ligase for AMPKα was further investigated. The results of co-immunoprecipitation analyses using overexpressed proteins showed that both the N and C termini of MKRN1 bound to the β-subunit-interacting domain of AMPKα (Supplementary Fig. 2a, b, d, e). Recombinant MKRN1 directly interacted with AMPKα (Supplementary Fig. 2c). Endogenous interactions between AMPK and MKRN1 were further observed in MEFs (Supplementary Fig. 2f). MKRN1 knockdown resulted in increased AMPKα protein levels, without affecting AMPKβ and γ, indicating that the α subunits are specific targets of MKRN1 (Fig. 2a). In addition to these observations, the AMPKα protein displayed an extensively prolonged half-life in cycloheximide (CHX)-treated *MKRN1*-null MEFs compared with that of the control (Fig. 2b). Conversely, MKRN1 overexpression promoted the degradation of the AMPKα1 and α2 proteins, but not of the β and γ proteins (Fig. 2c). Further confirming these findings, AMPKα stabilised by MKRN1 depletion was degraded upon overexpression of MKRN1 resistant to MKRN1-targeting siRNA but was not affected by the expression of MKRN1 H307E, an E3 ligase-defective MKRN1 mutant^32^ (Supplementary Fig. 3a). Furthermore, the levels of the AMPKα1 and α2 proteins were rescued by the addition of an MG132 proteasome inhibitor (Fig. 2d), suggesting that MKRN1 degrades AMPKα in a proteasome-dependent manner.

**Fig. 2:**
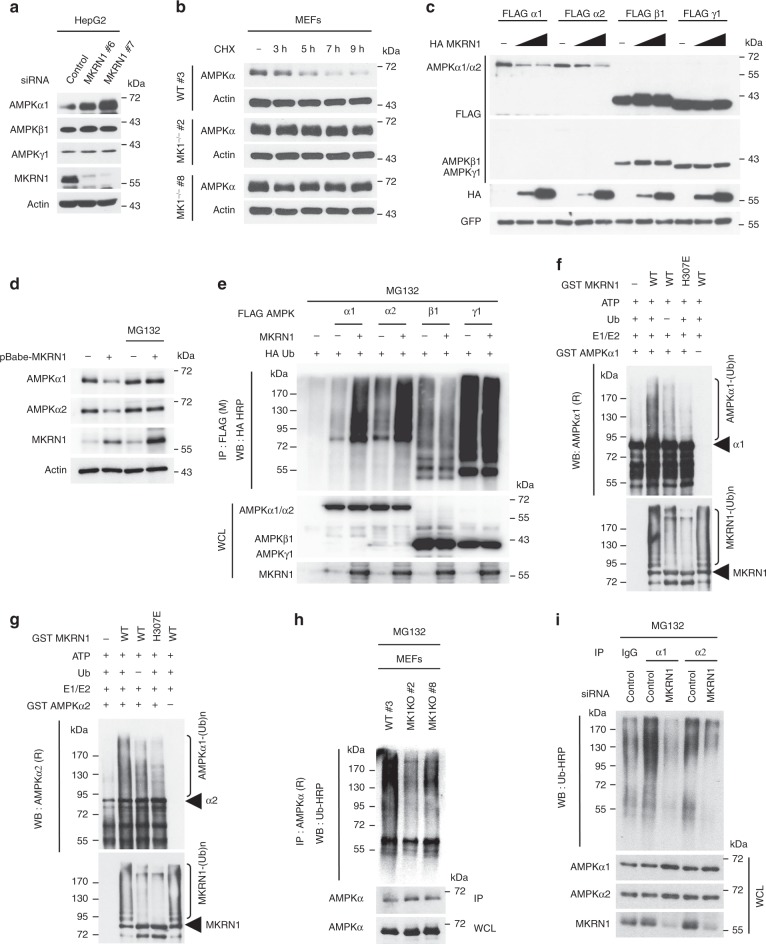
The E3 ubiquitin ligase MKRN1 ubiquitinates and degrades AMPKα subunits. **a** MKRN1 knockdown increases AMPKα1 protein levels. The HepG2 cells were transfected with MKRN1 siRNAs (#6 and #7). **b** MKRN1 knockout stabilises AMPKα. WT or *MK1*^*−/−*^ MEFs were treated with CHX (100 mg ml^−1^) at the indicated time points. **c**, **d** MKRN1 expression promotes the proteasomal degradation of AMPKα subunits. The protein levels of ectopically expressed AMPK subunits were analysed using HEK293T cells. GFP was used as a transfection control (**c**). HepG2 cells were infected with retrovirus expressing MKRN1, followed by selection using puromycin. The cells were treated with 20 µM of MG132 for 6 h, and AMPKα1, α2, MKRN1 and actin were detected with the indicated antibodies (**d**). **e** MKRN1 induces both AMPKα1 and α2 ubiquitination. Constructs expressing FLAG/AMPKα1, α2, β1, γ1, 3.1/MKRN1 and HA/Ub were transfected into 293T cells. The ubiquitination assay was performed using cell lysates under denaturing conditions (in 1% SDS buffer). **f**, **g** MKRN1 directly ubiquitinates AMPKα subunits. In vitro ubiquitination of AMPKα1 (**f**) and α2 (**g**). **h**, **i** MKRN1 is required for the ubiquitination of AMPKα. Ubiquitinated endogenous AMPKα was determined under denaturing conditions using MG132-treated MEFs (**h**) and HepG2 cells (**i**). All the experiments with MEFs were conducted in cells within the first 3–6 passages. The data are representative of at least three independent experiments

Consistent with these results, MKRN1 promoted the ubiquitination of both AMPKα1 and α2 predominantly through K48-linked polyubiquitination (Fig. 2e and Supplementary Fig. 3b, c). In vitro ubiquitination reactions using recombinant proteins revealed that MKRN1 directly facilitated the ubiquitination of AMPKα1 and α2, but not of AMPKβ and γ (Fig. 2f, g and Supplementary Fig. 3d). In contrast to wild-type (WT) MKRN1, the enzymatically inert H307E MKRN1 mutant failed to promote AMPK ubiquitination, despite its ability to bind to AMPK (Fig. 2f, g and Supplementary Fig. 2b). Notably, *MKRN1*-null MEFs and MKRN1-depleted HepG2 cells displayed decreased ubiquitination of endogenous AMPKα compared with that of the control, indicating that MKRN1 might be a pivotal E3 ligase for AMPKα (Fig. 2h, i). Based on these results, both AMPKα1 and α2 are direct and robust targets of the MKRN1 E3 ubiquitin ligase.

### MKRN1 deficiency reduces HFD-induced obesity

The finding that the metabolic functions of MKRN1 are implicated in regulating AMPK activity and thus in cellular metabolic homeostasis, regardless of nutritional and pharmacological cues, led us to explore the physiological roles of MKRN1 in *MKRN1*-null mice, which do not exhibit apparent developmental deficits or overt phenotypes^39^. We first compared the body weights of male *MKRN1*-null mice to WT mice that were fed standard chow or an HFD to elucidate any potential role of MKRN1 in fat deposition and obesity. No differences in body weight were observed under the standard chow feeding conditions. On the other hand, *MKRN1*-null mice fed an HFD exhibited 25–30% lower body weights than those of WT mice, without any obvious differences in food intake (Fig. 3a–c and Supplementary Fig. 4a, b). We observed similar results for female *MKRN1*-null mice compared with WT mice under HFD conditions (Supplementary Fig. 5a–d). Little difference was observed between *MKRN1*-null and WT mice in plasma leptin levels, supporting the finding that there was no difference in the amount of feeding (Supplementary Fig. 4c). In addition, there were no significant changes in gross faecal energy, the levels of TG and FFA in faeces or bone length (Supplementary Fig. 4d, e), suggesting that the decreased body weights of the *MKRN1*-null mice were not due to changes in nutritional excretion or morphology. Notably, micro-computed tomography (micro-CT) revealed a reduction in the total body fat content, including the volume of subcutaneous, visceral and abdominal fat, and an increase in the lean mass/body weight ratio (Fig. 3d, e). Accordingly, decreased sizes of individual adipocytes in epididymal and subcutaneous fat pads were observed in *MKRN1*-null mice (Fig. 3f, g). Consequently, HFD-induced hyperlipidaemia was almost completely normalised in *MKRN1*-null mice, which displayed similar plasma lipid concentrations to those of WT mice fed a standard chow diet (Fig. 3h). We further tested whether a lack of MKRN1 induces AMPK activation in vivo, contributing to the metabolic phenotype of *MKRN1*-null mice. MKRN1 is widely expressed throughout the body^40,41^. Intriguingly, *MKRN1*-null mice exhibited chronic AMPK activation in the liver and white (WAT) and brown (BAT) adipose tissues (Fig. 4g, Supplementary Fig. 6a–c, Supplementary Fig. 10b, and Supplementary Fig. 11c), regardless of nutritional status. However, no changes in AMPK activity were observed among other metabolic organs, including the hypothalamus, skeletal muscle and pancreas (Supplementary Fig. 6d–f). In particular, the lack of an apparent change in hypothalamic AMPK activity and its downstream target, pACC, strongly supported the near-equal food intake observed in WT and *MKRN1*-null mice, as previously reported^23^ (Supplementary Fig. 6d). Notably, there was no obvious difference in the liver mRNA levels of MKRN1 between mice fed normal chow and mice fed an HFD, indicating the possible existence of pathway regulating the interaction between MKRN1 and AMPK (Supplementary Fig. 6g). Together, these data support the hypothesis that MKRN1 deficiency potentially protects against nutrient overload-induced obesity through the tissue-specific regulation of AMPK.

**Fig. 3:**
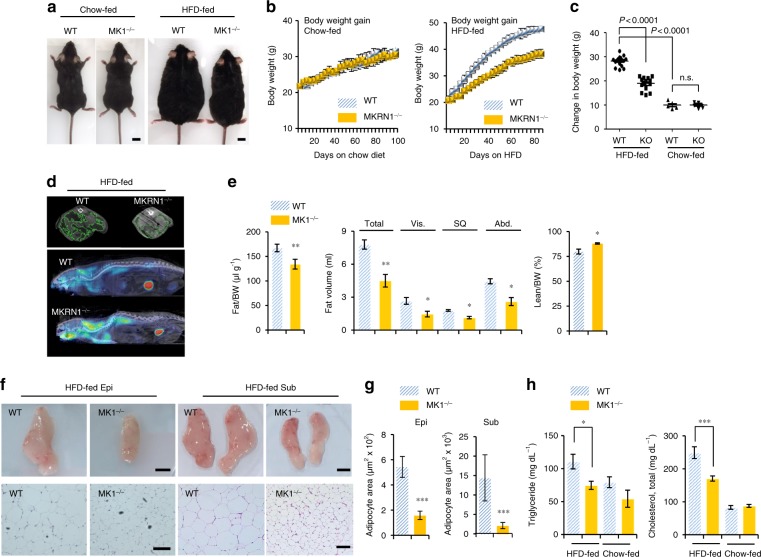
A lack of MKRN1 expression reduces obesity in mice placed on an HFD. Male WT and *MK1*^*−/−*^ mice fed a chow diet or an HFD for 16 weeks. **a** Representative images of male WT and *MK1*^*−/−*^ mice fed a chow diet (left) or an HFD (right). **b** The body weights of male mice on a chow diet (left) or on an HFD (right) were measured every 4 days. **c** Body weight gain in male mice fed a chow diet or an HFD for 12 weeks (chow, WT *n* = 10 and *MK1*^*−/−*^ *n* = 12; HFD, WT *n* = 16 and *MK1*^*−/−*^ *n* = 18). **d**, **e** Fat volume (Vis visceral, SQ subcutaneous, Abd abdominal adipose tissue) and lean mass weight were calculated (**e**) through micro-CT imaging (**d**) of WT and *MK1*^*−/−*^ mice on an HFD (*n* = 5 mice per group). *P*-value compared with WT. **f**, **g** Representative images of epididymal fat (left), subcutaneous fat (right) (top, scale bar = 1 cm) and H&E staining (bottom, scale bar = 50 (Epi) or 100 (Sub) µm) (**f**) and quantitative analysis of the adipocyte area (**g**) in male WT and *MK1*^*−/−*^ mice fed an HFD (*n* *=* 5 mice per group). *P*-value compared with WT. **h** Plasma concentrations of TG and cholesterol in 24 h-fasted male mice fed an HFD (*n* = 6 mice per group). The images in **a**, **d** and **f** are representative images from the respective experiments. Two-tailed Student’s *t*-test; ^*^P ≤ 0.05, ^**^P ≤ 0.01, ^***^P ≤ 0.001, n.s. not significant. Mean ± s.d.

**Fig. 4:**
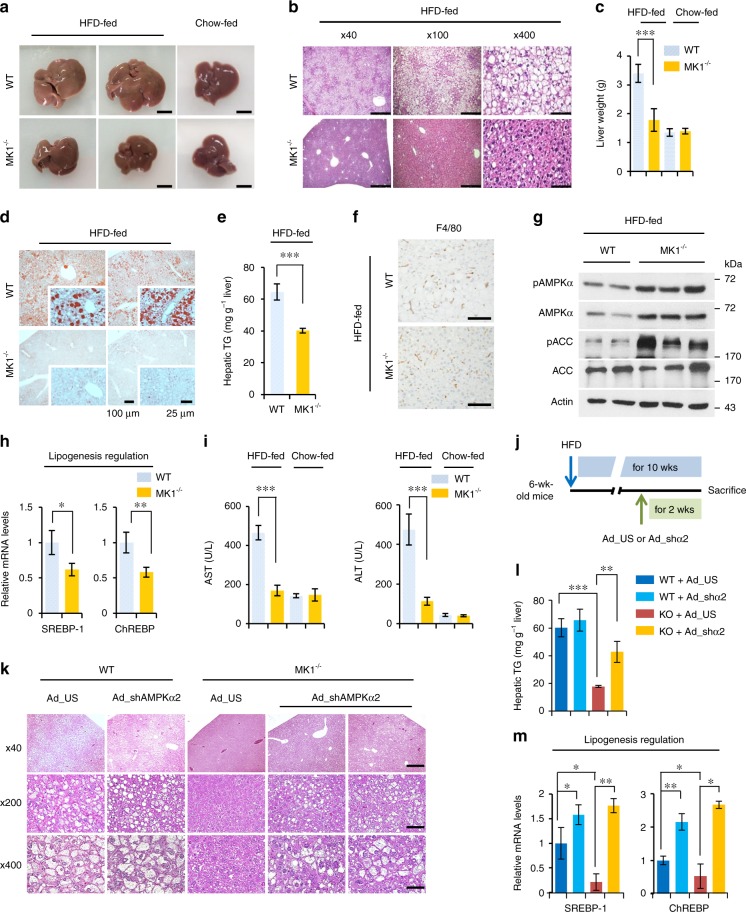
Effect of MKRN1 deficiency on hepatic AMPK signalling and diet-induced NAFLD. Livers from male WT and *MK1*^*−/−*^ mice fed a chow diet or an HFD for 16 weeks were analysed. **a** Representative livers from mice on an HFD (upper left; fatty livers of HFD-fed WT mice) or a chow diet (upper right; normal livers of chow-fed WT mice). Scale bar = 1 cm. **b** H&E staining of livers. Scale bar = left, 250 µm; middle, 100 µm; and right, 25 µm. **c** Liver weights (*n* = 9 HFD-fed mice, *n* = 6 chow-fed mice per group). **d** Representative images of Oil Red O-stained livers (*n* = 6 mice per group). Scale bar = 100 and 25 µm. **e** Liver TG contents (WT *n* = 6 and *MK1*^*−/−*^ *n* = 7). **f** Representative images of immunohistochemical staining for macrophage antigens (F4/80) in liver sections. Scale bar = 100 µm. **g** Hepatic AMPK signalling in WT or MK1^−/−^ mice. **h** Relative mRNA levels of genes related to hepatic lipogenesis (WT *n* = 5 and *MK1*^*−/−*^ *n* = 6). **i** ALT and AST serum levels (WT *n* = 7 and *MK1*^*−/−*^ *n* = 8). **j** Schedule of AMPKα2 knockdown. WT and *MKRN1*-null mice were injected with Ad_US (as control) or Ad_shα2 (shRNA targeting AMPKα2) via the tail vein. **k**–**m** Hepatic steatosis induced by MKRN1 deficiency was rescued by the ablation of AMPKα2 using adenovirus. **k** Representative image of H&E staining. Scale bar = up, 50 µm; middle, 100 µm; and bottom, 500 µm. **l** Plasma TG contents were measured. **m** Lipogenic enzymes were analysed by quantitative real-time PCR in livers from WT and *MK1*^*−/−*^ mice infected with adenoviruses. The data in **c**, **e**, **h**, **i**, **l** and **m** are presented as the mean ± s.d. Two-tailed Student’s *t*-test; ^*^P ≤ 0.05, ^**^P ≤ 0.01, ^***^P ≤ 0.001, n.s. not significant

### Hepatic AMPK activation prevents steatosis in MKRN1-knockout mice

The reduction in FFA-induced hepatic steatosis in MKRN1-ablated HepG2 cells and the chronic AMPK activation in the livers of *MKRN1*-null mice led us to investigate the effect of MKRN1 deficiency on HFD-induced NAFLD. The lack of MKRN1 dramatically changed the morphology (Fig. 4a), histological appearance (Fig. 4b) and weight (Fig. 4c) of the fatty liver associated with an HFD. Notably, size and morphology of the livers from *MKRN1*-null mice fed an HFD were similar to those of mice maintained on a chow diet. A substantial reduction in the number and volume of enlarged lipid droplets was observed in *MKRN1*-null mice (Fig. 4b, d). Likewise, a decrease in the hepatic TG content was observed in *MKRN1*-null livers compared with that in the WT livers (Fig. 4e). No significant difference in the F4/80-positive macrophage populations was observed, indicating that immune responses did not occur (Fig. 4f). Despite the suppression of AMPK activity under conditions of nutrient overload^5,10^, the lack of MKRN1 caused the remarkable stabilisation of AMPK, which was accompanied by increases in AMPK and ACC phosphorylation (Fig. 4g). Accordingly, the expression levels of transcription factors such as *SREBP-1* and *ChREBP* were suppressed in *MKRN1*-null livers (Fig. 4h). Furthermore, in response to the HFD, plasma levels of aspartate aminotransferase (AST) and alanine aminotransferase (ALT), which are biomarkers employed to diagnose hepatic damage, were elevated in WT mice but were significantly reduced in *MKRN1*-null mice (Fig. 4i). There was no obvious difference in glycogen accumulation or the generation of lactate in the liver between *MKRN1*-null and WT mice, suggesting that metabolic pathways related to lipogenesis are most strongly affected by MKRN1 depletion in the liver (Supplementary Fig. 7). Based on these data, MKRN1 deficiency promotes hepatic AMPK activation, possibly resulting in reduced hepatic lipid accumulation and the prevention of NAFLD.

Next, AMPK activity was inhibited through adenoviral delivery of small hairpin RNAs (shRNAs) targeting AMPKα2 to determine the role of hepatic AMPK activation in the prevention of hepatic steatosis in *MKRN1*-null mice (Fig. 4j and Supplementary Fig. 8). AMPK activation in the *MKRN1*-null liver was completely reversed by AMPKα2 knockdown (Supplementary Fig. 8b). Notably, the substantial reductions in lipid droplets and TG contents observed in the *MKRN1*-null liver were dramatically restored by hepatic AMPKα2 knockdown (Fig. 4k, l), without affecting the body weights of *MKRN1*-null mice. Finally, the levels of the lipogenesis markers *SREBP-1* and *ChREBP*, which were decreased in *MKRN1-*null mice, were restored upon AMPKα2 knockdown, corroborating the physiological data (Fig. 4m). Thus, MKRN1 deficiency protects against diet-induced hepatic steatosis in an AMPK-dependent manner.

### MKRN1 ablation alters metabolism in the liver and adipocytes

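Poly(A) RNA from the liver and subcutaneous fat of male MKRN1-null and WT mice on an HFD was sequenced on an Illumina HiSeq, with 2 independent replicates of each genotype in each tissue. The labels of these samples give an HFD of 19 weeks and an age of 24 weeks, whereas the paper's methods give 16 weeks of HFD for its obesity experiments. The expression values that the authors deposited were made with HISAT2, SAMtools and StringTie 1.3.3b on the mm10 genome, whereas the paper's methods describe TopHat2, Cufflinks and HTSeq. They hold coverage, FPKM and TPM for 36780 transcripts of 24462 gene symbols. Depth, estimated from the ratio of coverage to FPKM with read pairs of 202 bases, was 30.0 and 36.9 M fragments in the WT livers (replicates 1 and 2), 31.1 and 32.3 M in the MKRN1-null livers, 45.6 and 45.7 M in WT adipose tissue, and 45.1 and 28.3 M in MKRN1-null adipose tissue.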

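FPKM was summed over the transcripts of a gene, and a gene was tested in a tissue when its FPKM reached 1 in at least 2 of the 4 libraries (10822 genes in liver and 12164 in adipose tissue). MKRN1-null and WT libraries were compared in each tissue by limma on log2(FPKM + 1), with p adjusted by the Benjamini-Hochberg method. Genes are reported at an adjusted p under 0.05 and, separately, at an unadjusted limma p of at most 0.05 with an absolute log2 fold change of at least 0.58, called the study thresholds. They carry the paper's limits of P and fold change, but the paper's P combines permutation-based P-values of a t-test and of the fold change by Stouffer's method. Each gene list was also compared with all other genes by limma's camera, with a preset correlation between genes of 0.01 and again with an estimated correlation. With the estimated correlation no list passed in either tissue. In simulated libraries a raised list had an unadjusted camera p of only 0.00547 (liver) or 0.00914 (adipose tissue) with it. A list that fails with the estimated correlation is therefore not shown to be unchanged. A p from 2 replicates per genotype measures the spread between these samples. Simulated libraries with the spread of the real ones gave an adjusted p under 0.05 for 97% of genes changed by 1 log2 unit in liver and for 5% in adipose tissue. For a change of 2 log2 units the shares were 99% and 77%. Real genes can fare worse than these shares. No adipose gene passed, not even Mkrn1, which fell by more than 2 log2 units. The spread there was uneven, with an SD of 0.084 between WT and 0.332 between MKRN1-null adipose libraries.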

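Mkrn1 transcripts were strongly reduced in both tissues of the MKRN1-null mice, which checks the genotype of each library. Mkrn1 (Entrez 54484) lies on chromosome 6 of mm10 from 39397816 to 39420369. Its FPKM in liver was 9.74 ± 0.449 (SD, n = 2) in WT and 2.53 ± 0.457 (SD, n = 2) in MKRN1-null mice, a log2 fold change of −1.61 (standard error 0.12, adjusted p = 0.00976 from limma). Leaving out MKRN1-null replicate 2 gave −1.48 (adjusted p = 0.0567). In adipose tissue Mkrn1 passed the study thresholds with 18.0 ± 1.78 in WT and 3.74 ± 1.19 in MKRN1-null mice (log2 fold change −2.02, standard error 0.26, adjusted p = 0.68). Its paralog Mkrn2 passed neither criterion, at −0.14 in liver (adjusted p = 0.394) and 0.49 in adipose tissue (adjusted p = 0.68). Genes within 10 Mb of Mkrn1, which can carry alleles of the donor strain, did not pass the study thresholds at a detectably different rate from other genes. Those that passed numbered 11 of 83 in liver against 1680 of 10738 elsewhere (Fisher's exact test, odds ratio 0.824, p = 0.65) and 9 of 97 in adipose tissue against 728 of 12066 (Fisher's exact test, odds ratio 1.59, p = 0.194).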

To investigate how cellular processes are influenced by MKRN1 ablation at the global level, we performed mRNA-sequencing analysis of the liver and adipose tissues from *MKRN1*-null and WT mice. 

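At the FPKM scale of these libraries more genes were lower than higher in MKRN1-null livers, by a margin that depends on the scaling. Among the steepest falls were Apoa4, an apolipoprotein gene that rises with hepatic steatosis, Lcn2, which encodes the inflammatory protein lipocalin 2, and Ly6d, a surface antigen gene of the Ly6 family. The steepest rises were in Hsd3b5, a steroid dehydrogenase gene, and in Mup7 and other major urinary protein genes, which growth hormone pulses keep high in male mice. Of 10822 liver genes, 272 were higher and 1834 lower at an adjusted p under 0.05 from limma, and 244 higher and 1448 lower passed the study thresholds. The share of lower genes at the adjusted threshold was 87.1%, against 65.3% after median-of-ratios scaling and 61.3% after quantile normalization, and the median log2 fold change of all liver genes was −0.175. Leaving out 1 library changed the count of 2106 genes to 956 (WT replicate 1), 1880 (WT replicate 2), 384 (MKRN1-null replicate 1) or 55 (MKRN1-null replicate 2), while the count at the study thresholds stayed between 1489 and 1976. The FPKM of Apoa4 (Entrez 11808) fell from 3071 ± 647 (SD, n = 2) to 189 ± 104 (SD, n = 2), a log2 fold change of −4.12 (standard error 0.41, adjusted p = 0.0129). Lcn2 fell by 3.34 log2 units (standard error 0.35, adjusted p = 0.0137) and Ly6d fell by 5.20 (standard error 0.18, adjusted p = 0.00312). Hsd3b5 rose by 6.66 (standard error 0.56, adjusted p = 0.0106, and 0.0663 without MKRN1-null replicate 2). Mup7, whose near-identical neighbours make the assignment of reads uncertain, rose from 164 ± 199 to 8515 ± 1508 (adjusted p = 0.0289, and 0.0881 or 0.13 without MKRN1-null replicate 1 or 2).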

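In adipose tissue, both MKRN1-null libraries held more Cfd, the adipocyte gene for adipsin, and less Cck, the gene for cholecystokinin, and Angptl8, an insulin-induced inhibitor of lipoprotein lipase, than the WT libraries. No adipose gene had an adjusted p under 0.05 from limma (785 of 12164 genes had an unadjusted p under 0.05), and 86 higher and 652 lower genes passed the study thresholds. The share of lower genes was 88.3%, against 76.6% after median-of-ratios scaling and 69.0% after quantile normalization, and the median of all adipose genes was −0.198. Cfd (Entrez 11537) passed the study thresholds with 1251 ± 28.2 FPKM in WT and 5280 ± 287 in MKRN1-null mice (log2 fold change 2.08, standard error 0.42, adjusted p = 0.68). Cck, at −3.35, and Angptl8, at −3.13, passed them as well. The MKRN1-null adipose libraries differed from each other more than any other pair of replicates. Pearson's r across genes between replicates was 0.880 for them and 0.986 for WT adipose tissue, 0.984 for WT livers and 0.993 for MKRN1-null livers, where genes are not independent replicates. The paper's supplementary table was read in part. Both of its MKRN1-null adipose columns resembled replicate 2 (r = 0.961 and 0.938 for differences from the WT mean) and hardly replicate 1 (0.088 and 0.066). The adipose values of replicate 1 given below may therefore not be ones that the paper used. Genes of the skeletal muscle contractile apparatus held 23.9% of the summed FPKM in MKRN1-null replicate 2, 0.0207% in MKRN1-null replicate 1, and 0.0249% and 0.0883% in the WT replicates. Without MKRN1-null replicate 1, 6290 genes had an adjusted p under 0.05 and 5202 passed the study thresholds. Without MKRN1-null replicate 2, the counts were 4 and 711, and without WT replicate 1 or 2 they were 70 and 566 or 99 and 498.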

Using mRNA-sequencing data, we identified 2310 (492 upregulated and 1879 downregulated) and 3383 (1379 upregulated and 2121 downregulated) differentially expressed genes (DEGs) between *MKRN1*-null and WT mice in the liver and adipose tissues, respectively (Supplementary Data 1).

To examine how metabolic processes are affected by MKRN1 ablation, further functional enrichment analyses of the DEGs in the liver and adipose tissue were carried out. Among different functional categories, the DEGs were found to be most strongly associated (41.4% in the liver and 41.5% in the adipose tissue) with metabolism, suggesting that MKRN1 depletion significantly impacts metabolic processes in the liver and the adipose tissue (Fig. 5a). Notably, lipid metabolism (41.7% in the liver and 33.9% in the adipose tissue) was one of the processes that was most influenced by MKRN1 ablation, together with carbohydrate metabolism (20.9% in the liver and 24.5% in the adipose tissue) (Fig. 5b). Among cellular processes related to lipid metabolism, lipid anabolism pathways (i.e., lipid and fatty acid biosynthetic processes) were significantly (*P* < 0.05) downregulated in both *MKRN1*-null liver and adipose tissues (Fig. 5c–f). 

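In MKRN1-null livers the route from citrate to fatty acid was lower from its start, with less Acly, which encodes the lyase that releases acetyl-CoA from citrate, and less Me1, a malic enzyme gene whose product supplies NADPH. The genes that PPARγ switches on when a liver stores fat were lower as well. They included Pparg itself, Cd36, which encodes a fatty acid transporter, Fabp4, a fatty acid carrier, and Cidea and Cidec, which encode lipid droplet proteins. In adipose tissue, of 21 genes of de novo lipogenesis, 12 lay below and 5 above both WT values in MKRN1-null replicate 1. In replicate 2 these numbers were 16 and 4. The share of the list in summed FPKM was not lower in replicate 1 (1.49%, against 1.48% and 1.35% in WT), and was 0.66% in replicate 2. Of 21 liver genes of de novo lipogenesis, 10 were lower and none was higher at an adjusted p under 0.05 (16 lower when adjusted over the list alone), and 14 passed the study thresholds. Their median log2 fold change was −0.86, and camera's adjusted p against all other genes was 0.00128 (adjusted p = 0.648 with an estimated correlation). Leaving out MKRN1-null replicate 2 left 2 of them lower at the adjusted threshold, and leaving out WT replicate 1 left 6, as did median-of-ratios scaling. Acly fell from 87.1 ± 11.1 FPKM (SD, n = 2) to 36.1 ± 5.51 (SD, n = 2), a log2 fold change of −1.25 (standard error 0.15, adjusted p = 0.0157, and 0.077 without MKRN1-null replicate 2). Me1 fell by 2.02 (standard error 0.37, adjusted p = 0.0301, and 0.0846 or 0.0801 without WT replicate 1 or 2, and 0.0509 or 0.0503 after median-of-ratios scaling or quantile normalization).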

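Of 13 PPARγ targets of fatty liver, 11 were lower and none was higher in liver (11 lower when adjusted over the list alone), with a median of −2.05 and an adjusted p of 0.000132 from camera (adjusted p = 0.62 with an estimated correlation). At the study thresholds 11 passed as well, and 5 of the list kept an adjusted p under 0.05 without MKRN1-null replicate 2. Pparg (Entrez 19016) fell from 18.7 ± 1.56 to 5.42 ± 1.33 FPKM (log2 fold change −1.63, standard error 0.17, adjusted p = 0.0135, and 0.0605 without MKRN1-null replicate 2). Cd36 fell by 2.41 log2 units (standard error 0.22, adjusted p = 0.0114), and the log2 fold changes of Fabp4, Cidea and Cidec were −1.67, −4.06 and −3.63, and the adjusted call was lost for Cidea and Cidec without WT replicate 1 (0.0516 and 0.0912) or 2 (0.0672 and 0.0726), and for Cidea without MKRN1-null replicate 2 (0.0983). In adipose tissue none of 21 genes of de novo lipogenesis passed limma's adjusted threshold, and 1 passed the study thresholds as lower. Their median was −0.62 and camera's adjusted p 0.17. Against the WT mean it was −0.26 in MKRN1-null replicate 1, where 12 genes lay below both WT values, and −1.18 in MKRN1-null replicate 2, where 16 did. Contractile genes of muscle moved apart in the same libraries, with medians of −1.43 and 9.19. Genes of triglyceride synthesis and storage were less uniform, with 1 higher and 7 lower of 21 in liver (2 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.146, and 2 lower without MKRN1-null replicate 2 or either WT replicate) and none of 23 in adipose tissue (median −0.52, camera adjusted p = 0.123).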

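Fatty acids are built from malonyl-CoA, which Acaca and Acacb encode the enzymes for, by the synthase Fasn, and are then lengthened by elongases such as Elovl6 and desaturated by Scd1 and Scd2. MKRN1-null livers had less mRNA for each of these steps. Less mRNA was also found for Gpam, the enzyme that starts glycerolipid synthesis, for the lipid phosphatases Plpp2 and Plpp5, and for Lpl, which frees fatty acids from lipoproteins. Fasn (Entrez 14104, chromosome 11 of mm10, 120805958 to 120824547) had an FPKM of 150 ± 4.94 (SD, n = 2) in WT and 38.1 ± 7.74 (SD, n = 2) in MKRN1-null livers, a log2 fold change of −1.96 (standard error 0.15, adjusted p = 0.00976 from limma). Scd1 (Entrez 20249, chromosome 19, 44394450 to 44407709), the most abundant of them, fell from 2700 ± 238 to 753 ± 450, or −1.98 (standard error 0.43, adjusted p = 0.0416, and 0.119, 0.0929 and 0.0663 without WT replicate 1, WT replicate 2 and MKRN1-null replicate 2, and 0.07 after median-of-ratios scaling). Acaca (Entrez 107476) fell from 20.4 ± 1.86 to 9.34 ± 0.007, or −1.04 (standard error 0.10, adjusted p = 0.0117, and 0.0768 without MKRN1-null replicate 2). Elovl6 fell by 1.44 log2 units, Scd2 by 1.29, Hsd17b12, a ketoacyl reductase gene of elongation, by 0.80 and Elovl1 by 0.64, each at an adjusted p under 0.05 that was lost without MKRN1-null replicate 2 (0.0779, 0.1, 0.113 and 0.109), as it was for Scd2 and Elovl1 without MKRN1-null replicate 1 and for Hsd17b12 without either WT replicate or after median-of-ratios scaling. Acacb (−1.05, adjusted p = 0.0801) and Elovl5 (−1.60, adjusted p = 0.0615) passed the study thresholds alone. Tecr (−0.46, adjusted p = 0.0734), Acot2 (−0.93, adjusted p = 0.129) and Elovl2 (−1.26, adjusted p = 0.234) passed neither. The FPKM of Elovl7 was too low for the test, at 0.598 ± 0.105 in WT and 0.030 ± 0.018 in MKRN1-null livers.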

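Of these 12 tested genes, 7 were lower and none was higher at an adjusted p under 0.05 (10 lower when adjusted over the list alone), and 9 passed the study thresholds. The study chose them on these libraries, so the count is not independent evidence. Camera gave the list an adjusted p of 0.000914 (adjusted p = 0.62 with an estimated correlation). Without MKRN1-null replicate 2, 1 of the 12 was lower at the adjusted threshold and 9 passed the study thresholds, with a median log2 fold change of −0.96 against −1.16 for all libraries. Of 6 tested glycerolipid genes chosen in the same way, 4 were lower and none was higher (4 lower when adjusted over the list alone, also not independent evidence, camera adjusted p = 0.0305, adjusted p = 0.648 with an estimated correlation), and 5 passed the study thresholds. No adjusted call was left among them without MKRN1-null replicate 2, and 2 were left without WT replicate 1. Gpam (Entrez 14732) fell from 76.2 ± 5.60 to 29.5 ± 9.13 FPKM (SD, n = 2 each), a log2 fold change of −1.37 (standard error 0.22, adjusted p = 0.0234, and 0.0643, 0.0616 and 0.069 without WT replicate 1, WT replicate 2 and MKRN1-null replicate 2). Lpl fell by 1.54 (standard error 0.11, adjusted p = 0.00939), Plpp5 by 0.84 and Plpp2 by 0.80. The glycerol kinase gene Gk (−0.94, adjusted p = 0.119) passed the study thresholds alone, and Lpin2 (−0.17, adjusted p = 0.68) passed neither. Agpat4 and Pnpla3 were below the limit for testing, with a mean of 1.05 and 1.18 FPKM in WT and 0.403 and 0.120 in MKRN1-null livers.

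**Figure D1:**
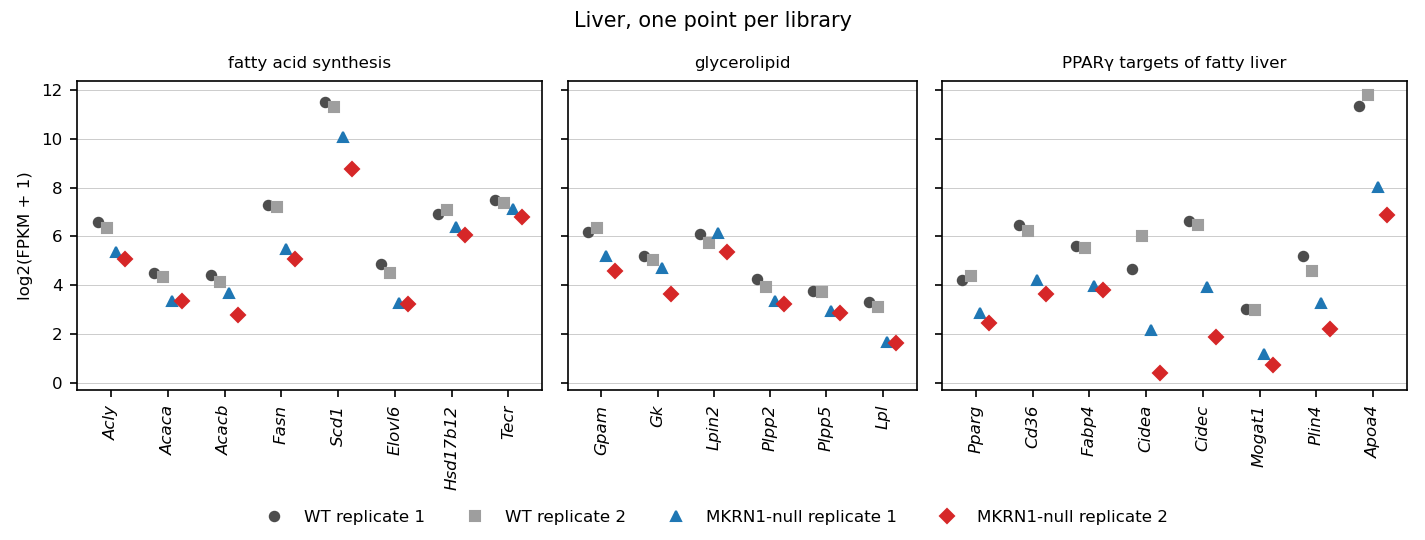
log2(FPKM + 1) of genes of fatty acid synthesis, glycerolipid synthesis and PPARγ targets in the 4 liver libraries, with 1 point per library and the genotypes in different colours. Both MKRN1-null livers lie below both WT livers for Fasn, Scd1, Acaca and Gpam, but not for Lpin2.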

In the liver, the genes involved in the biosynthesis of saturated and unsaturated fatty acids from acetyl-CoA (*Acaca/b*, *Fasn*, *Tecr*, *Hsd17b12*, *Elovl1/2/5/6/7*, *Scd1/2* and *Acot2*) were downregulated, as were the genes involved in the conversion of glycerol to fatty acids (*Gk*, *Agpat4*, *Gpam*, *Lpin2*, *Plpp2/5*, *Pnpla3* and *Lpl*), suggesting systematic suppression of fatty acid biosynthetic pathways by MKRN1 ablation (Fig. 5e). 

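White fat makes some fatty acids itself and esterifies them for storage. The MKRN1-null adipose libraries held less mRNA for Agpat2, an acyltransferase of triglyceride synthesis, and for Hpgds, a prostaglandin D synthase gene, and had a lower mean of Fasn and of Acly, which provides its substrate. Genes of sterol synthesis such as Insig1, Mvd and Lss, which respond to the same family of SREBP transcription factors, moved the same way. The difference from WT was small in 1 MKRN1-null library and large in the other. Fasn had 287 and 271 FPKM in the WT libraries, 192 in MKRN1-null replicate 1 and 65.0 in MKRN1-null replicate 2 (log2 fold change −1.31, standard error 0.57, adjusted p = 0.68 from limma) and passed neither criterion, nor did Acly (−1.05, adjusted p = 0.68). Agpat2, with 638 ± 12.6 (SD, n = 2) in WT and 232 ± 151 (SD, n = 2) in MKRN1-null mice, passed the study thresholds (−1.62, adjusted p = 0.68). Of 23 genes that the paper shows for adipose fatty acid synthesis, limma's adjusted threshold was met by none, also when adjusted over the list alone, and 1, Hpgds (−1.42, adjusted p = 0.68), passed the study thresholds. The study chose them for their change, so they are not independent evidence. Camera's adjusted p was 0.00555 (adjusted p = 0.82 with an estimated correlation). The median against the WT mean was −0.21 in MKRN1-null replicate 1, where 13 genes lay below both WT values, and −1.27 in replicate 2, where 22 did.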

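The adjusted count was 22 lower and 1 higher without MKRN1-null replicate 1, against none without MKRN1-null replicate 2. In replicate 2, where the difference was larger, contractile transcripts of skeletal muscle were also abundant, with 18463 FPKM of Acta1 against 20.3 and 56.6 in WT and 27.3 in MKRN1-null replicate 1. Of 20 genes of white adipocytes, whose median was −0.46 (camera adjusted p = 0.67), 2 were higher and none was lower at the study thresholds. Their medians were 0.14 in MKRN1-null replicate 1 and −0.89 in replicate 2. Among 23 genes of cholesterol synthesis, none passed the adjusted threshold, over the list alone included, and 7 lower ones passed the study thresholds. The median was −0.97, with an adjusted p of 6.01e-06 from camera (adjusted p = 0.71 with an estimated correlation), and −0.44 and −1.49 in the MKRN1-null replicates. Insig1 fell from 219 ± 27.5 to 72.6 ± 45.8 FPKM (log2 fold change −1.73, standard error 0.52, adjusted p = 0.68), with Mvd at −1.24 and Lss at −1.29.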

In adipose tissue, similar downregulation of fatty acid biosynthetic pathways was observed (Fig. 5f). On the other hand, the genes involved in lipolysis (*Acsl3/4/5* and *Cpt1b*) were downregulated in the liver, but those (*Acsl3/6* and *Cpt1b*) in the same pathway were upregulated in the adipose tissue (Fig. 5e, f). These data suggest that MKRN1 ablation results in stricter regulation of fatty acids in the adipose tissue by decreasing lipogenesis and increasing lipolysis with respect to the regulation of these processes in the liver, by which both lipolysis and lipogenesis are decreased.

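Acyl-CoA synthetases of the Acsl family activate fatty acids for either oxidation or esterification, and Cpt1b encodes the muscle form of the carnitine palmitoyltransferase that lets them into mitochondria. Liver expressed little Cpt1b, and the mRNA of Cpt1a passed neither criterion. Acsl3 fell, while Acsl1, the most abundant synthetase gene of the liver, rose slightly. In adipose tissue the higher mean of Acsl3, Acsl6 and Cpt1b came from 1 of the deposited MKRN1-null libraries. In the paper's table, however, Cpt1b was high in both MKRN1-null columns (log2 values of 6.3 and 6.32, against 2.29 and 2.23 in WT). Liver Acsl3 (Entrez 74205) fell from 9.62 ± 0.127 FPKM (SD, n = 2) to 3.88 ± 1.03 (SD, n = 2), a log2 fold change of −1.14 (standard error 0.16, adjusted p = 0.0193, and 0.0609 or 0.0779 without WT replicate 1 or MKRN1-null replicate 2). Acsl5 (−0.78, adjusted p = 0.0515) and Cpt1b (−0.78, adjusted p = 0.052) passed the study thresholds alone, and Acsl4 (−0.32, adjusted p = 0.161) passed neither. These 4 genes gave 1 lower and none higher (3 lower when adjusted over the list alone, not independent evidence because the study chose them here). Acsl1 rose by 0.48 log2 units (standard error 0.08, adjusted p = 0.0247, and 0.0641, 0.0931 and 0.141 without WT replicate 1, MKRN1-null replicate 1 and MKRN1-null replicate 2), and Cpt1a was at −0.28 (adjusted p = 0.42). Of 20 genes of mitochondrial fatty acid oxidation, 1 was higher and 1 lower in liver (2 higher and 8 lower when adjusted over the list alone), with a median of −0.28 and an adjusted p of 0.766 from camera.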

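The adipose FPKM of Cpt1b was 5.20 and 3.78 in WT, 2.88 in MKRN1-null replicate 1 and 72.2 in replicate 2 (log2 fold change 1.63, standard error 1.39, adjusted p = 0.691 from limma). Acsl3 had 4.63 in both WT libraries, 2.87 in MKRN1-null replicate 1 and 12.8 in replicate 2 (0.38, adjusted p = 0.806). Acsl6 was too low for the test, at 0.073 and 0.079 in WT, not detected in MKRN1-null replicate 1 and 8.74 in replicate 2. Neither Cpt1b nor Acsl3 passed either criterion, and without MKRN1-null replicate 2 both changes were negative, at −0.49 and −0.54. The muscle creatine kinase gene Ckm moved with them, from 3.53 and 37.6 in WT and 0 in MKRN1-null replicate 1 to 14652 in replicate 2. Of 13 genes of triglyceride lipolysis, none passed limma's adjusted threshold in adipose tissue, over the list alone included, and 1 higher gene passed the study thresholds (median −0.34, camera adjusted p = 0.904). It was the β3-adrenergic receptor gene Adrb3, with 41.3 ± 18.8 in WT and 93.5 ± 0.207 in MKRN1-null mice (1.24, standard error 0.39, adjusted p = 0.68). The lipase genes Pnpla2 (−0.04) and Lipe (−0.29) passed neither criterion.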

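Whether the effect of MKRN1 loss differed between fat and liver was tested directly over the 9917 genes measured in both. No gene differed at an adjusted p under 0.05 (limma, 766 genes at an unadjusted p under 0.05, smallest adjusted p 0.0588). For 21 genes of de novo lipogenesis the median difference of adipose tissue minus liver was 0.20 log2 units (camera adjusted p = 0.202). For 9 genes of triglyceride lipolysis it was −0.14 (camera adjusted p = 0.583) and for 20 genes of mitochondrial fatty acid oxidation 0.08 (camera adjusted p = 0.938). Among genes the study chose on these libraries, which are not independent evidence, it was 0.77 for 11 genes of liver fatty acid synthesis (camera adjusted p = 0.00829, adjusted p = 0.674 with an estimated correlation) and 1.04 for the 4 of liver lipolysis (camera adjusted p = 0.0966). From lower lipogenesis genes in both tissues, and from lipolysis genes that it reports as higher in fat and lower in liver, the paper proposes a stricter control of fatty acids in adipose tissue.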

**Fig. 5:**
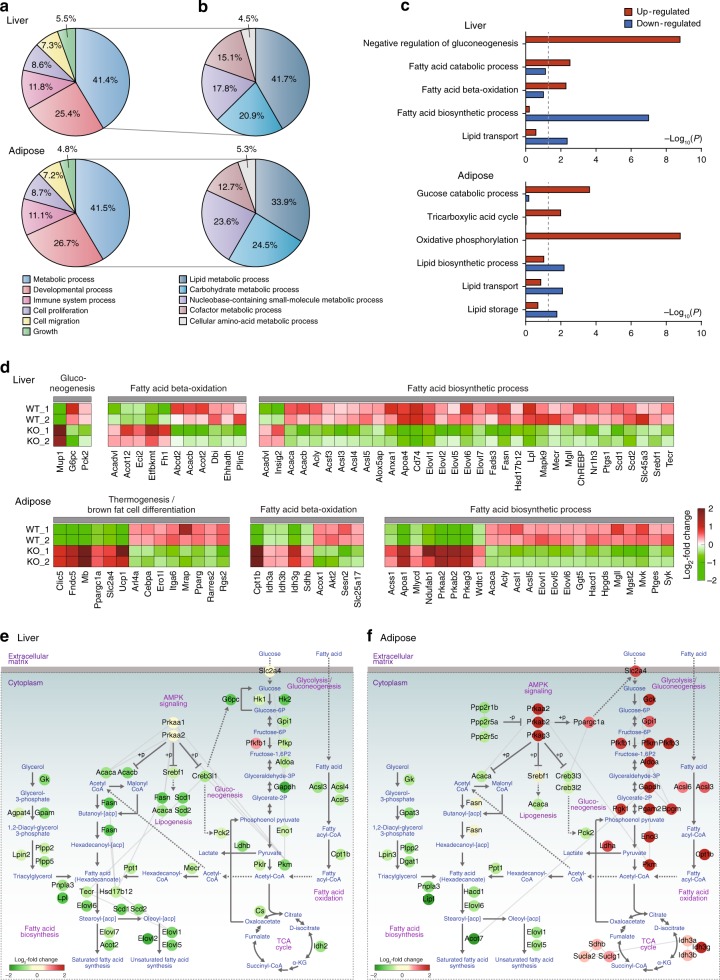
Regulation of lipid and glucose metabolism by MKRN1 and AMPK. **a**, **b** Relative proportions of DEGs in *MKRN1*-null liver and adipose tissues according to their associated GOBPs. The GOBP terms at level 1 (**a**) and levels 2–4 (**b**) were used for general cellular processes and metabolic processes, respectively. **c** Cellular processes related to lipid and carbohydrate metabolism enriched by the up- and downregulated genes identified in *MKRN1*-null liver or adipose tissue. The bars represent −log_10_ (*P*-value), where the *P*-value is the significance of the processes being enriched by the up- or downregulated genes. **d** Heat maps showing the changes in the expression of DEGs involved in fatty acid biosynthesis and β-oxidation, gluconeogenesis and thermogenesis. The colour bar shows the gradient of the log_2_ fold changes of mRNA expression levels in MKRN1-depleted samples relative to those in WT samples. **e**, **f** Network models describing alterations of metabolic reactions regulated by DEGs in *MKRN1*-null livers (**e**) and adipose tissue (**f**). Arrows denote metabolic reactions, and dotted lines denote the transportation of molecules or regulation involving intermediate regulators between the linked molecules. Node colours represent up- (red) or downregulation (green) in *MKRN1*-null livers or adipose tissue. The colour bar represents the gradient of the log_2_ fold changes of mRNA expression levels induced by MKRN1 ablation relative to those in WT

In addition to lipid metabolism, carbohydrate metabolism was significantly influenced by MKRN1 ablation (Fig. 5b). 

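MKRN1-null livers had less mRNA for most steps between glucose and pyruvate. The falls included Gpi1, which encodes the isomerase that follows hexokinase, Eno1, an enolase gene, and Pklr, the pyruvate kinase gene of hepatocytes. Hk2 and Pkm, isoenzyme genes that hepatocytes express weakly, fell more. G6pc, whose enzyme releases free glucose, was lower as well. In the same livers the median was −0.961 for the macrophage list and −1.141 for stellate cells and fibrosis. It was −0.02 for Kupffer cells and 0.27 for hepatocyte identity. Whether a change of cell types contributed to the falls in glycolysis genes was not tested. The FPKM of Gpi1 (Entrez 14751) was 99.4 ± 6.18 (SD, n = 2) in WT and 48.8 ± 1.51 (SD, n = 2) in MKRN1-null livers, a log2 fold change of −1.01 (standard error 0.09, adjusted p = 0.0106 from limma). Pkm (Entrez 18746) fell from 17.9 ± 3.04 to 6.78 ± 0.035, or −1.27 (standard error 0.13, adjusted p = 0.0135), and Hk2 from 2.11 ± 0.190 to 0.183 ± 0.004, or −1.39 (standard error 0.11, adjusted p = 0.00976). Eno1 fell by 0.93 log2 units, Pklr by 0.75, Gapdh by 0.73, Pfkp by 0.67 and Aldoa by 0.58, each with an adjusted p under 0.05. Hk1 (−0.49, adjusted p = 0.0682) passed neither criterion. G6pc (Entrez 14377, chromosome 11, 101367716 to 101377903) fell from 305 ± 87.5 to 115 ± 25.9, or −1.38 (standard error 0.25, adjusted p = 0.0296). The mitochondrial Pck2, near the limit for testing, fell by 0.56 (standard error 0.12, adjusted p = 0.0399).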

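Over Hk1, Hk2, Gpi1, Pfkp, Aldoa, Gapdh, Eno1, Pkm and Pklr, 8 were lower and none was higher (9 lower when adjusted over the list alone, not independent evidence since the study chose them on these libraries). Camera's adjusted p was 0.00042 (adjusted p = 0.62 with an estimated correlation). The adjusted call was left for 4 of the 9 without WT replicate 1, for 3 without MKRN1-null replicate 1 and for none without MKRN1-null replicate 2, where 8 passed the study thresholds. After median-of-ratios scaling it was left for 4. A wider glycolysis list shares 17 of its 27 members with lists taken from the paper, so it is not independent of them either. Of its 23 tested genes, 12 were lower and none was higher (16 lower when adjusted over the list alone), and 11 passed the study thresholds. The median was −0.55 and camera's adjusted p 0.000914 (adjusted p = 0.62 with an estimated correlation). Leaving out WT replicate 1, MKRN1-null replicate 1 or MKRN1-null replicate 2 gave 6, 4 and 0 lower genes, and median-of-ratios scaling gave 5. Both G6pc and Pck2 lost the adjusted call without WT replicate 1 (adjusted p = 0.0658 and 0.0733), MKRN1-null replicate 1 (0.0946 and 0.154) or MKRN1-null replicate 2 (0.0935 and 0.199).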

In the liver, the genes involved in glycolysis (*Hk1/2*, *Gpi1*, *Pfkp*, *Aldoa*, *Gapdh*, *Eno1*, *Pkm* and *Pklm*) and gluconeogenesis (*G6pc* and *Pck2*) were downregulated (Fig. 5e). 

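Adipocytes take up glucose through the transporter that Slc2a4 encodes, and skeletal muscle uses the same one. Several glycolytic steps have an isoenzyme that muscle expresses most, such as Pfkm, Pgam2 and Eno3, beside one of wider use, such as Pfkl, Pgam1 and Eno1. In MKRN1-null replicate 2 the muscle isoenzymes were far above the WT level, as were the contractile genes of muscle, while the isoenzymes of wider use went both ways. In MKRN1-null replicate 1 neither group was far from WT. In the paper's table, however, Eno3 was high in both MKRN1-null columns (log2 values of 10.58 and 10.3, against 2.65 and 3.75 in WT). So was the muscle gene Ckm (11.66 and 11.26, against 1.95 and 4.86). Slc2a4 (Entrez 20528) had 49.9 and 49.1 FPKM in WT, 58.5 in MKRN1-null replicate 1 and 139 in MKRN1-null replicate 2 (log2 fold change 0.85, standard error 0.47, adjusted p = 0.68 from limma). Eno3 had 4.51 and 11.0 in WT, then 5.01 and 2782 (3.99, standard error 2.90, adjusted p = 0.68), and Pfkm 10.4 and 10.9 in WT, then 9.10 and 1173 (3.23, standard error 2.24, adjusted p = 0.68). Eno1 had 505 and 447 in WT, then 481 and 194 (−0.64, adjusted p = 0.686). None of these 4 passed either criterion. Tnnt3, which encodes a troponin of fast muscle, had 3.78 and 46.4 in WT, 0.435 in replicate 1 and 19365 in replicate 2, where it was the most abundant transcript of all.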

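Of 13 genes that the paper shows for adipose glucose uptake and glycolysis, limma's adjusted threshold was met by none, also when adjusted over the list alone. The study chose them for their change, so this is not independent evidence. Camera's adjusted p was 4.06e-07 (adjusted p = 0.71 with an estimated correlation). The median against the WT mean was −0.07 in MKRN1-null replicate 1, where 4 genes lay above both WT values, and 1.95 in replicate 2, where 12 did. Without MKRN1-null replicate 1, 11 were higher and 1 lower at the adjusted threshold, without WT replicate 1 or 2 the number higher was 3 each, and without MKRN1-null replicate 2 it was 0. The gene that passed the study thresholds as higher was Bpgm, whose enzyme makes 2,3-bisphosphoglycerate in red blood cells, with 13.2 ± 2.34 FPKM (SD, n = 2) in WT and 33.7 ± 16.0 (SD, n = 2) in MKRN1-null mice (1.22, standard error 0.39, adjusted p = 0.68). Of 6 erythrocyte genes none passed either criterion, over the list alone included, but 6 lay above both WT values in MKRN1-null replicate 1 and 1 in replicate 2 (medians 1.29 and 0.17, camera adjusted p = 9.91e-05, adjusted p = 0.71 with an estimated correlation). The median of 12 muscle isoenzymes was 1.91 (camera adjusted p = 9.03e-06, adjusted p = 0.71 with an estimated correlation), with −0.20 in replicate 1 and 3.89 in replicate 2. The 14 other isoenzymes had −0.32 (camera adjusted p = 0.489), with −0.03 and −0.40, and in replicate 2 there were 5 above and 8 below both WT values. The 16 detected contractile genes had a median of 3.84 (camera adjusted p = 2.24e-07, adjusted p = 0.71 with an estimated correlation), above both WT values for 16 genes in replicate 2 and for 0 in replicate 1.

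**Figure D2:**
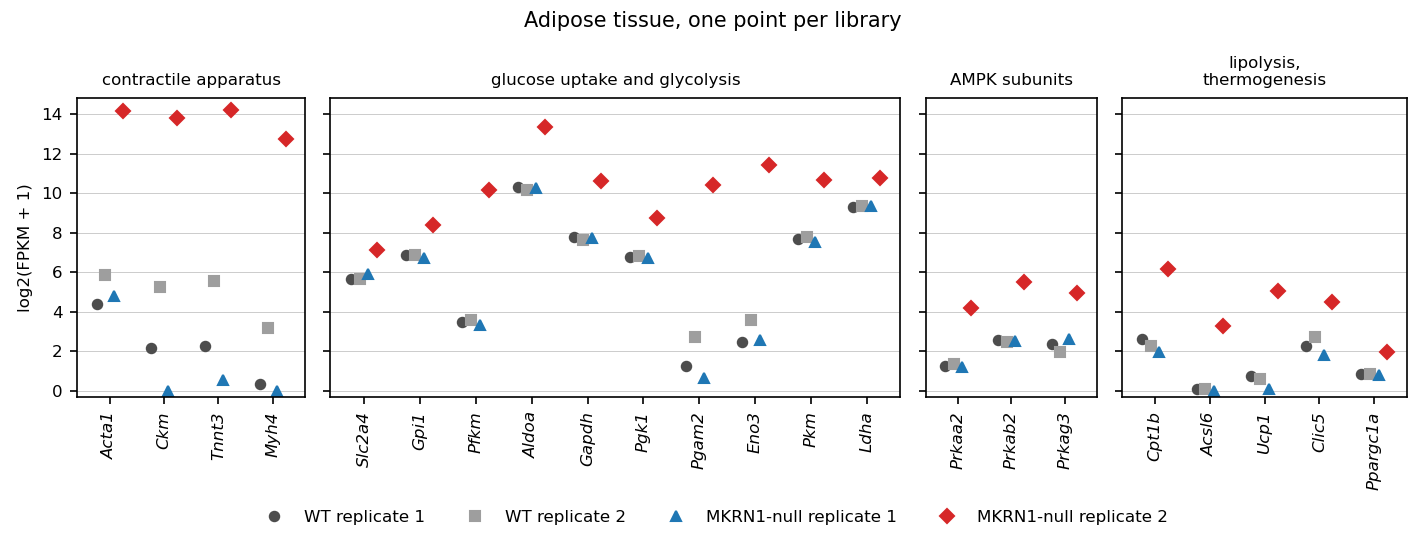
log2(FPKM + 1) of contractile, glycolysis, AMPK subunit and lipolysis or thermogenesis genes in the 4 adipose libraries, with 1 point per library and the genotypes in different colours. The high points for Acta1, Pfkm, Eno3 and Cpt1b belong to MKRN1-null replicate 2, while in MKRN1-null replicate 1 most contractile genes lie below the WT libraries.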

In the adipose tissue, however, the genes involved in glucose uptake (*Slc2a4/Glu4*) and glycolysis were upregulated (Fig. 5f), as were those involved in lipolysis. On the other hand, lactate dehydrogenase was upregulated in the adipose tissue (*Ldha*), but downregulated (*Ldhb*) in the liver (Fig. 5e, f). 

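Lactate dehydrogenase is a tetramer of an A subunit from Ldha, which predominates in skeletal muscle and liver, and a B subunit from Ldhb, which predominates in the heart. In liver the scarce Ldhb fell, while the abundant Ldha did not pass the test. In adipose tissue Ldha was raised in 1 of the MKRN1-null libraries, the one with muscle transcripts. Liver Ldhb (Entrez 16832) fell from 4.74 ± 0.075 FPKM (SD, n = 2) to 1.47 ± 0.174 (SD, n = 2), a log2 fold change of −1.22 (standard error 0.10, adjusted p = 0.0102 from limma, and 0.0663 without MKRN1-null replicate 2). Liver Ldha had 749 ± 96.8 in WT and 542 ± 97.2 in MKRN1-null mice (−0.47, adjusted p = 0.11). Adipose Ldha had 644 and 663 in WT, 666 in MKRN1-null replicate 1 and 1762 in replicate 2 (0.73, standard error 0.57, adjusted p = 0.684) and passed neither criterion. The fast-muscle myosin gene Myh4, which moved with it, had 0.267 and 8.04 in WT, 0 in replicate 1 and 6999 in replicate 2. Adipose Ldhb was at 0.18 (adjusted p = 0.829).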

Glucose metabolism is linked to fatty acid metabolism through acetyl-CoA. Up- and downregulation of glucose utilisation in the adipose tissue and the liver, respectively, reflect an increased amount of acetyl-CoA and, thus, a larger supply of acetyl-CoA for fatty acid biosynthesis in the adipose tissue than in the liver, which might lead to the upregulation of lipolysis in the adipose tissue (Fig. 5f). Furthermore, the genes involved in BAT thermogenesis (*Ucp1*, *Clic5* and *Ppargc1a*) were significantly upregulated in *MKRN1*-null adipose tissue (Fig. 5d). mTOR signalling was previously shown to be one of the main targets of *AMPK*^42,43^. 

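Ucp1 encodes the uncoupling protein of brown fat, Ppargc1a a coactivator of mitochondrial biogenesis that muscle also expresses, and Clic5 an intracellular chloride channel protein. Ucp1 and Ppargc1a lay below an FPKM of 1 in the WT libraries and in MKRN1-null replicate 1. All 3 genes had their highest value in MKRN1-null replicate 2. Of 13 tested brown and beige fat genes, 11 lay below both WT values in MKRN1-null replicate 1 and 10 in replicate 2. Among the lower ones were Prdm16, which encodes the regulator of brown fat identity, Kcnk3, a potassium channel gene, and Lhx8, a homeobox gene. The full list has 23 members. The filter left out some that rose in replicate 2, such as Tbx1 (0.046 and 0.521 FPKM in WT, 10.8 in replicate 2), and others that did not, such as Dio2. The share of the full list in summed FPKM was 0.0403% in replicate 2, against 0.0273% and 0.0319% in WT. In MKRN1-null replicate 1 Ucp1, Ppargc1a and Clic5 lay below both WT values as well. The FPKM of Ucp1 was 0.675 and 0.512 in WT, 0.054 in MKRN1-null replicate 1 and 32.6 in replicate 2, and that of Ppargc1a 0.815 and 0.809 in WT, then 0.718 and 2.90, so that neither gene reached the level for testing. Clic5 (Entrez 224796) had 3.84 and 5.58 in WT, then 2.56 and 21.9 (log2 fold change 0.68, standard error 0.90, adjusted p = 0.763 from limma), and without MKRN1-null replicate 2 it was at −0.67. Of 13 brown and beige fat genes, none passed the adjusted threshold, over the list alone included, while 1 higher and 6 lower passed the study thresholds (median −0.69, camera adjusted p = 0.0322, adjusted p = 0.71 with an estimated correlation). Prdm16 had 2.61 ± 0.103 (SD, n = 2) in WT and 1.43 ± 0.361 (SD, n = 2) in MKRN1-null mice (−0.58, standard error 0.20, adjusted p = 0.68), with Kcnk3 at −1.10 and Lhx8 at −1.06. Of these 13 genes, 4 lower ones passed the study thresholds without MKRN1-null replicate 2, and 1 without either WT replicate. A group of 7 brown fat genes that striated muscle also expresses, such as Cox7a1, had a median of 1.07 (camera adjusted p = 0.0115, adjusted p = 0.71 with an estimated correlation). Its medians were −0.40 in MKRN1-null replicate 1 and 3.03 in replicate 2, and myoglobin (Mb), an oxygen store of muscle, went from 0.138 and 0.234 in WT and 0.095 in replicate 1 to 103 in replicate 2.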

Analyses of the mTOR pathway showed that mTOR and its upstream (*Hras*, *Mapk3*, *Pik3r1* and *Rheb*) and downstream (*Eif4e*, *Sgk1*, *Pparg* and *Srebf1*) genes were downregulated in the liver, while its upstream (*Pik3r1/3*, *Pik3cb* and *Akt2*) and downstream (*Rps6kb2*, *Eif4e*, *Prkca/g* and *Pparg*) genes were downregulated in the adipose tissue (Supplementary Fig. 9). These findings suggest that the activation of AMPK by MKRN1 ablation negatively regulates mTOR signalling in the liver and the adipose tissue. 

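mTOR integrates growth factor signals that reach it through PI3K and RAS with the supply of nutrients. In MKRN1-null livers the kinase genes Mtor and Mapk3 and the PPARγ gene Pparg were lower, while Srebf1, the gene for the SREBP1 drivers of lipogenic transcription, passed neither criterion. In adipose tissue both MKRN1-null libraries had far less Pik3r1, which encodes the regulatory subunit of PI3K. Sgk1, a kinase gene that mTORC2 and glucocorticoids act on, was lower in both tissues. Liver Mapk3 (Entrez 26417) fell from 32.3 ± 5.77 FPKM (SD, n = 2) to 18.7 ± 0.344 (SD, n = 2), a log2 fold change of −0.74 (standard error 0.14, adjusted p = 0.0301 from limma, and 0.103 or 0.147 without MKRN1-null replicate 1 or 2, and 0.0632 or 0.0701 after median-of-ratios scaling or quantile normalization), and Hras fell by 0.36 (adjusted p = 0.0417, between 0.0805 and 0.221 without any 1 library). Mtor (−0.69, adjusted p = 0.0512) and Sgk1 (−1.25, adjusted p = 0.053) passed the study thresholds alone. Rheb (−0.20, adjusted p = 0.153), Eif4e (−0.28, adjusted p = 0.0838), Srebf1 (−0.38, adjusted p = 0.237) and Pik3r1 (−0.58, adjusted p = 0.572) passed neither. Of the 9 liver genes, 3 were lower and none was higher (6 lower when adjusted over the list alone, not independent evidence since the study chose them, camera adjusted p = 0.0531). That number was 5 without WT replicate 2, 2 without WT replicate 1, 1 without MKRN1-null replicate 1, 0 without MKRN1-null replicate 2, and 1 after either median-of-ratios scaling or quantile normalization.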

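Adipose Pik3r1 (Entrez 18708) had 39.8 ± 7.85 FPKM (SD, n = 2) in WT and 8.89 ± 1.27 (SD, n = 2) in MKRN1-null mice, a log2 fold change of −2.04 (standard error 0.26, adjusted p = 0.68 from limma). Like Pik3cb (−0.97) and Pik3r3 (−0.61), it passed the study thresholds. Pparg (−0.62), Mtor (−0.24), Akt2 (−0.19) and Rps6kb2 (−0.11) passed neither criterion, and neither did Eif4e (0.38) and Prkca (0.55), whose means were higher. Of 10 genes in the list of this pathway, the adjusted threshold was passed by none, and by 1 lower gene when adjusted over the list alone, which is not independent evidence (median −0.42, camera adjusted p = 0.237). The 4 at the study thresholds became 1 without WT replicate 1, WT replicate 2 or MKRN1-null replicate 2. The median was −0.16 in MKRN1-null replicate 1 and −0.61 in replicate 2.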

Taken together, these data suggest systematic customised regulation of fatty acid and glucose metabolism in the liver and the adipose tissue by MKRN1 and AMPK.

### MKRN1 deficiency suppresses HFD-induced diabetes

MKRN1 depletion promoted AMPK activation in adipose tissue, in addition to hepatocytes (Fig. 4g and Supplementary Fig. 6a–c). A lack of AMPK in adipocytes exacerbated the detrimental effects of an HFD, including NAFLD and insulin resistance, due to reductions in the metabolic activity of BAT^19^. In addition, AMPK activity in BAT has been implicated in the regulation of uncoupling protein 1 (UCP1) induction during thermogenesis^44^. Therefore, we postulated that AMPK activation in adipocytes would protect against obesity-induced BAT dysfunction^45–47^ and contribute to the anti-obesity effects on *MKRN1*-null mice. Consistent with the body weight results, the morphology of BAT (Supplementary Fig. 10a), UCP1 expression (Supplementary Fig. 10b), EE and oxygen consumption (VO_2_) (Supplementary Fig. 10c) did not differ between different genotypes fed a chow diet. In contrast, *MKRN1*-null mice fed an HFD showed reduced numbers of lipid droplets in BAT (Supplementary Fig. 11a, b), along with AMPK stabilisation and activation (Supplementary Fig. 11c) and expression of thermogenic genes in BAT, such as *UCP1* (Supplementary Fig. 11c, d). Under HFD feeding conditions, the respiratory exchange ratio of both WT and *MKRN1*-null mice varied in the range of 0.7–0.8, indicating complete dependence on fatty acid metabolism (Supplementary Fig. 11f). Contrary to our expectations, indirect calorimetry measurements performed for 2 days showed no significant difference in EE among genotypes when the mice were fed an HFD (Supplementary Fig. 11g). The overall data show that *MKRN1*-null mice maintain BAT activity as a result of resistance to weight gain when fed an HFD.

AMPK activation has been implicated in the regulation of BAT activity and hepatic gluconeogenesis, which are closely linked to insulin resistance^7,19^. We observed a decrease of rate-limiting enzymes, including glucose-6-phosphatase and phosphoenolpyruvate carboxykinase, in hepatic gluconeogenesis (Fig. 5d), and an increase in the thermogenic function of BAT and WAT in *MKRN1*-null mice (Fig. 5 and Supplementary Fig. 11). 

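Glucose-6-phosphatase and phosphoenolpyruvate carboxykinase are the controlled enzymes of hepatic glucose output. Cytosolic carboxykinase comes from Pck1, by far the more abundant transcript, and the mitochondrial form from Pck2. Pck2 was lower in MKRN1-null livers at a level near the limit for testing, whereas Pck1 did not pass either criterion and had the higher mean. Of the remaining steps, pyruvate carboxylase (Pcx) was lower and the alanine aminotransferase gene Gpt higher. Pck1 (Entrez 18534, chromosome 2, 173153073 to 173159253) had 565 ± 165 FPKM (SD, n = 2) in WT and 703 ± 144 (SD, n = 2) in MKRN1-null livers, a log2 fold change of 0.33 (standard error 0.25, adjusted p = 0.377 from limma), and Pck2 had 1.35 ± 0.244 and 0.586 ± 0.018. Pcx fell by 0.57 log2 units (adjusted p = 0.0447) and Gpt rose by 0.34 (adjusted p = 0.0451), and both calls were lost without any 1 library (adjusted p of at least 0.0562 for Pcx and 0.0866 for Gpt). Of 14 gluconeogenesis genes, 1 was higher and 3 were lower (1 higher and 5 lower when adjusted over the list alone), with a median of −0.01 and an adjusted p of 0.268 from camera, whose direction was up. The number lower was 2 without WT replicate 2 and 0 without any of the other 3 libraries, and it was 0 after median-of-ratios scaling.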

Consistent with these findings, *MKRN1*-null mice placed on an HFD displayed lower fasting plasma insulin levels (Supplementary Fig. 12a), a decrease in the HFD-induced enlargement of pancreatic islets (Supplementary Fig. 12b), increased glucose clearance, as indicated by glucose tolerance testing in both male and female mice (Supplementary Fig. 12c), and greater insulin sensitivity, as indicated by insulin tolerance testing (Supplementary Fig. 12d). Moreover, MKRN1 deficiency promoted insulin-stimulated AKT phosphorylation, a signature signalling pathway that reflects insulin sensitivity in the liver (Supplementary Fig. 12e). However, these pathways were not specifically activated in the skeletal muscle or WAT (Supplementary Fig. 12e). Collectively, AMPK activation alleviates obesity-induced insulin resistance and T2D in *MKRN1*-null mice.

### An acute reduction of hepatic MKRN1 level improves NAFLD

The metabolic consequences of chronic AMPK activation exhibited by *MKRN1*-null mice led us to investigate whether hepatic AMPK activation was sufficient to improve NAFLD without affecting the activation of AMPK in adipose tissue and whether the acute reduction of MKRN1 expression would alleviate the symptoms of hepatic steatosis in obese mice. We generated adenoviruses expressing two independent shRNAs targeting MKRN1 (Ad-shMKRN1 #1 and #2) and injected these viruses into diet-induced obese mice via the tail vein to answer these questions (Fig. 6a). Following the delivery of adenovirus to mice, which was confirmed by green fluorescent protein (GFP) co-expression, the adenovirus was predominantly observed in the liver (Fig. 6b). The administration of both Ad-shMKRN1 #1 and #2 successfully ablated MKRN1 expression and led to the activation of hepatic AMPK and ACC phosphorylation (Fig. 6c). No apparent changes in BAT were observed (Fig. 6d). Notably, while there was no effect on the body weight of the mice, hepatic MKRN1 knockdown in obese mice dramatically reversed the generation of enlarged lipid droplets and reduced TG levels in the liver (Fig. 6e–g). In addition, the alleviation of hepatic steatosis accompanied the salutary effects on hyperlipidaemia in Ad-shMKRN1-injected obese mice (Fig. 6k). The decreases in SREBP-1 and ChREBP support the reduction of lipid droplets and hypolipidaemia observed in the liver upon MKRN1 knockdown (Fig. 6h). On the other hand, the knockdown of MKRN1 in the liver had no apparent effect on the adipose tissues (Fig. 6i, j). These observations reveal that MKRN1 could be a potential therapeutic target for alleviating the symptoms of hepatic steatosis.

**Fig. 6:**
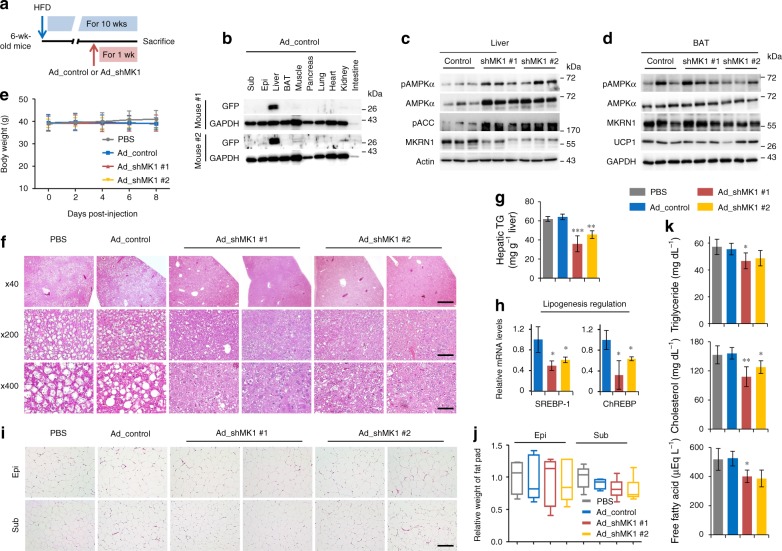
Ablation of hepatic MKRN1 improves hepatic steatosis in diet-induced obese mice. **a** Male B6 mice (6 weeks old) were fed an HFD for 9 weeks and then injected with either PBS or adenoviruses expressing GFP via the tail vein (Ad_control, Ad_shMK1 #1 and #2 (shRNA targeting MKRN1)). After 1 week of continuous HFD feeding, the mice were sacrificed and analysed. **b** Immunoblot analysis of GFP expression in extracts from the indicated tissues (Sub subcutaneous fat, Epi epididymal fat) of mice infected with adenovirus (*n* = 2). **c**, **d** Liver (**e**) and BAT (**d**) lysates from adenovirus-injected mice were analysed by immunoblotting as indicated. **e** Body weights of male mice fed with an HFD were measured in every 2 days for 8 days (*n* = 5 mice per group). **f** Representative H&E staining of liver sections. Scale bar = 50, 100 and 500 µm. **g** Liver TG levels were measured. **h** Lipogenic enzymes were analysed via quantitative real-time PCR (*n* = 5 mice per group). **i** Representative H&E staining of epididymal fat (top) and subcutaneous fat (bottom) sections. Scale bar = 500 µm. **j** The weights of fat tissues were recorded following sacrifice. **k** Liver TG levels (*n* = 5 mice per group). Plasma lipid (TG, cholesterol and FFA) concentrations in 24-h-fasted mice (*n* = 5 mice per group). The data are presented as the mean ± s.d. Two-tailed Student’s *t*-test; ^*^P ≤ 0.05, ^**^P ≤ 0.01, ***P ≤ 0.001.

## Discussion

The pharmacological and genetic activation of AMPK is associated with a wide range of effects on whole-body metabolism, including the suppression of gluconeogenesis and lipogenesis in the liver, promotion of glucose consumption in the skeletal muscle and potential functions in FAO and lipolysis in the liver and BAT^5,26,48^. Thus, AMPK has been suggested as an attractive target for the treatment of metabolic disorders. However, extended follow-up studies have presented issues and challenges because of the complexities of chronic activation of AMPK and AMPK-independent actions. Here the inhibition of the E3 ubiquitin ligase MKRN1 was sufficient to chronically activate AMPK in the liver and adipose tissues and subsequently led to systemic effects by preventing hepatic lipid accumulation and insulin resistance and promoting anti-obesity effects on diet-induced obese mice. Our findings highlight a therapeutically exploitable axis regulating AMPK, without the ramifications of activation in central circuits.

Substantial evidence supporting the beneficial effects of AMPK activation on peripheral tissues has rapidly emerged. Chronic treatment with direct AMPK activators, such as A769662^17^, PF-739^49^ or AICA [5-aminoimidazole-4-carboxamide] riboside^18^, restrains hepatic lipid accumulation and promotes glucose disposal. In a more recent study, genetic activation of hepatic AMPK through the γ1 mutation (γ1^D316A^) compellingly prevented hepatic TG accumulation in mice placed on a high-fructose diet^16^. AMPK has also been implicated in BAT functions and energy metabolism^44,50^, suggesting its possible therapeutic use for obesity. Recently, Mottillo et al.^19^ reported a role for adipocyte AMPK in BAT thermogenesis, with implications for hepatic steatosis and insulin resistance. However, in this study, diet-induced obesity was not significantly affected by the loss of AMPK. Because mice placed on a long-term HFD show a decrease in adipose AMPK activity^5,10^, the additional effect of AMPK deficiency on obesity might not be reflected in these models. Supporting this hypothesis, greater weight gain after a relatively short-term HFD challenge has been observed in the adipose tissue of *AMPK*-null mice^19^. The *MKRN1*-null mouse displays liver- and adipose tissue-specific AMPK activation. Thus, hepatic AMPK activation induced by MKRN1 depletion protects the liver from lipid accumulation, while simultaneously suppressing the expression of gluconeogenic genes.

Functional enrichment and network analyses revealed the differential regulation of AMPK, mTOR and fatty acid and glucose metabolism between the liver and the adipose tissue. Although we showed that AMPKs were regulated at the protein level by MKRN1, the mRNA expression levels of *Prkaa2*/AMPKα2, *Prkab2*/AMPKβ2 and *Prkag3*/AMPKγ3 were increased in adipose tissue by *MKRN1* ablation but showed no change in the liver, suggesting that there are additional metabolic needs to be accommodated by the increases of AMPKs, even at the mRNA level in adipose tissue (Supplementary Fig. 9a, b). 

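AMPK is a trimer of a catalytic α, a scaffold β and a regulatory γ subunit. Prkaa2, Prkab2 and Prkag3 encode the α2, β2 and γ3 isoforms, which are the ones most typical of skeletal muscle, and Prkaa1, Prkab1 and Prkag1 the isoforms of wide expression. In adipose tissue the first 3 were far above the WT level in MKRN1-null replicate 2, while in replicate 1 Prkag3 alone lay slightly above both WT values. In liver Prkaa2 was similar in both genotypes, and Prkab2, below the limit for testing, had the lower mean in MKRN1-null mice. Adipose Prkaa2 (Entrez 108079, chromosome 4, 105029650 to 105109898) had 1.38 and 1.54 FPKM in WT, 1.28 in MKRN1-null replicate 1 and 17.0 in replicate 2, a log2 fold change of 1.38 (standard error 0.98, adjusted p = 0.68 from limma). Prkab2 (Entrez 108097) had 4.84 and 4.47 in WT, then 4.67 and 44.9 (1.51, standard error 1.00, adjusted p = 0.68), and Prkag3 (Entrez 241113) 4.18 and 2.89 in WT, then 5.24 and 29.9 (1.63, standard error 0.78, adjusted p = 0.68). None passed either criterion. Their median against the WT mean was 0.00 in replicate 1 and 2.87 in replicate 2 (camera adjusted p = 0.0029, adjusted p = 0.71 with an estimated correlation), and as genes that the study chose for their change they are not independent evidence. Contractile genes took a share of 23.9% of all FPKM in that same replicate 2.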

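Prkaa1 (−0.20), Prkab1 (−0.38) and Prkag1 (−0.33) passed neither criterion in adipose tissue. Liver Prkaa2 had 9.31 ± 1.04 (SD, n = 2) in WT and 8.70 ± 0.833 (SD, n = 2) in MKRN1-null mice (log2 fold change −0.09, standard error 0.12, adjusted p = 0.617 from limma). Prkab2 and Prkag3 were too low for the test in liver, with a WT mean of 0.973 and 0.098 and an MKRN1-null mean of 0.382 and 0.070. Of 9 AMPK subunit and upstream kinase genes in liver, none passed the adjusted threshold or the study thresholds, over the list alone included (median −0.18, camera adjusted p = 0.692). Self-tested on simulated data, the liver comparison recovered nearly all changes of 1 log2 unit. Some real liver genes with changes past that size did not pass, such as Acacb (−1.05, adjusted p = 0.0801) and Elovl5 (−1.60, adjusted p = 0.0615). A change of a subunit gene with a wide spread could therefore be missed. From a rise of the subunit mRNAs in fat that it does not see in liver, the paper proposes that adipose tissue has further metabolic needs, which more AMPK would meet.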

In mTOR signalling, the MAPK pathway (*Hras*, *Mapk3*, *Pik3r1* and *Rheb*) and its upstream and downstream factors (*Eif4e*, *Sgk1*, *Pparg* and *Srebf1*) were predominantly downregulated in the liver, while the PI3K-AKT pathway (*Pik3r1/3*, *Pik3cb* and *Akt2*) and its downstream factors (*Rps6kb2*, *Eif4e*, *Prkca/g* and *Pparg*) were predominantly downregulated in the adipose tissue (Supplementary Fig. 9a, b). 

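Ppara encodes PPARα, the receptor through which fatty acids raise their own oxidation in hepatocytes. Its mRNA was nearly equal in MKRN1-null and WT livers, and it was scarce in adipose tissue of either genotype. Its textbook targets did not move as 1 group. Pdk4, which spares glucose by blocking pyruvate oxidation, and the peroxisomal Ehhadh fell in MKRN1-null livers, while Cyp4a10, a fatty acid hydroxylase gene, did not pass either criterion. Liver Ppara (Entrez 19013, chromosome 15 of mm10, 85735564 to 85806851) had an FPKM of 53.3 ± 9.61 (SD, n = 2) in WT and 54.1 ± 8.43 (SD, n = 2) in MKRN1-null mice, a log2 fold change of 0.02 (standard error 0.17, adjusted p = 0.931 from limma). In adipose tissue it had 1.34 ± 0.067 and 1.43 ± 0.527 (0.04, standard error 0.23, adjusted p = 0.949). Of 22 genes of peroxisomal oxidation and PPARα targets in liver, 5 were lower and none was higher (6 lower when adjusted over the list alone), and 7 passed the study thresholds (median −0.34, camera adjusted p = 0.589). The 5 became 1 without MKRN1-null replicate 2, where the median was −0.13, and 2 without WT replicate 1 (with 1 higher) or after median-of-ratios scaling. Pdk4 fell by 2.32 log2 units (standard error 0.20, adjusted p = 0.0107) and Ehhadh by 0.81 (standard error 0.10, adjusted p = 0.0171), with Cyp4a10 at −0.06 (adjusted p = 0.806).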

Although Pparα is one of the major transcription factors involved in lipid metabolism, there was no apparent change in the expression of Pparα in the liver or adipose tissue. We cannot, however, exclude the possibility that MKRN1 regulates Pparα at the post-translational level, since Pparγ is known to be a target of MKRN1^36^. Further studies are required to address this issue in the future. 

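The response of glycolysis genes to MKRN1 loss parted between the tissues, with lower values in liver and a higher mean in adipose tissue. The higher mean came from the single deposited library rich in muscle transcripts. Over 19 glycolysis genes measured in both tissues the median difference of adipose tissue minus liver was 1.23 log2 units (camera adjusted p = 0.00185, adjusted p = 0.495 with an estimated correlation). It was 2.18 for 9 muscle isoenzymes (camera adjusted p = 0.0101, adjusted p = 0.768 with an estimated correlation) and 0.29 for 11 others (camera adjusted p = 0.0236, adjusted p = 0.552 with an estimated correlation). All contractile genes measured in both tissues, 9 in number, gave 3.68 (camera adjusted p = 0.138). Of 43 tested liver genes that the paper names as lower from its sequencing, 43 were lower in the mean. Of these, 26 were lower at an adjusted p under 0.05 and 31 at the study thresholds. ChREBP, which the paper also reports as suppressed in MKRN1-null livers, is not among them. Its gene Mlxipl had the higher mean in MKRN1-null livers. Of 20 adipose genes reported as lower, 18 were lower in the mean and 4 passed the study thresholds. Of 19 adipose genes reported as higher, 18 were higher in the mean, with 18 above the WT mean in MKRN1-null replicate 2 and 8 in replicate 1, and 1 passed the study thresholds. These 3 counts cover genes that the study chose for their change and are not independent evidence.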

Although genes related to lipogenesis was consistently downregulated in both the liver and the adipose tissue, the catabolism of fatty acids and glucose was upregulated in the adipose tissue but downregulated in the liver, indicating the differential regulation of metabolic pathways in *MKRN1-*null mice (Fig. 5e, f). Importantly, further experiments including direct measurements of the lipid components in the liver should be carried out to reach explicit conclusions about the reduction of actual biochemical outcomes derived from comprehensive changes of the lipogenic genes. Of note most of the phenotypes observed in the *MKRN1*-null mouse could also be driven by AMPK-mediated phosphorylation of ACC, which suppresses its function. Thus, we cannot exclude the possibility that this process might have considerable negative effects on the accumulation of lipids in *MKRN1-*null mice, in addition to the downregulation of lipogenic gene expression. Taken together, the differential regulation of the above processes by MKRN1 might be ascribed to additional metabolic needs arising from the increased uptake and utilisation of glucose in adipose tissue.

Collectively, our findings illuminate a previously undescribed post-translation mechanism in which AMPK activity is regulated by E3 ubiquitin ligase and provides an attractive therapeutic strategy for the treatment of obesity and its related comorbidities. Because MKRN1 is able to degrade both of α subunits, a competitive antagonist capable of interfering with the interactions between AMPKα and MKRN1 or an enzyme inhibitor targeting ubiquitin ligase activity may lead to potent AMPK activation in an organ-specific manner. This strategy may represent an effective means of ameliorating diet-induced obesity and insulin resistance by exploiting not only hepatic AMPK activation and its subsequent contributions to de novo lipogenesis but also adipose AMPK activation, leading to an increase in the energy-burning capacity of BAT.

## Methods

### Mice

*MKRN1*-null (*MKRN1*^−*/*−^) mice were obtained from T. A. Gray (David Axelrod Institute, USA)^39^ and were further backcrossed with C57BL/6 mice until N10. *MKRN1*-null mice and their WT littermates (*MKRN1*^*+/+*^) were bred from *MKRN1*^*+/*−^ mice and were randomly grouped for all the experiments. The primers employed for MKRN1 genotyping were 5′-TGA CAGGCCACAGTGAACTC-3′, 5′- GGCAAAGCTGCTTCTTTGTCTCC-3′ and 5′-CAA AGGGAAAGGGTAAAGTGGTAGGG-3′, which amplified an approximately 1000-bp DNA fragment in *MKRN1*^−/−^ mice and an 820-bp DNA fragment in *MKRN1*^*+/+*^ mice. For HFD-induced obesity experiments, male and female *MKRN1*^*+/+*^ and *MKRN1*^−*/*−^ mice were placed on either an HFD (60% calories from fat; D12492, Research DIET Inc., NJ, USA) or a standard chow diet (17% calories from fat; 38057, Cargill Agri Purina Inc., Republic of Korea) for 16 weeks starting at 6–8 weeks of age. For adenovirus experiments, male C57BL/6 mice (6 weeks old) were placed in individual cages, treated with an HFD for 9 weeks and injected with adenovirus via the tail vein. After 1 week of continuous HFD feeding, the mice were sacrificed. All the mice were maintained under temperature-controlled and light-controlled (standard 12-h light–dark cycles) conditions and provided with food and water ad libitum. All the procedures were reviewed and approved by the Institutional Animal Care and Use Committees (IACUC) of the Laboratory Animal Research Center at Yonsei University (IACUC-A-201506-311-01).

### Cell lines and transfection

*MKRN1*^*+/*−^ mice with FBV/NJ × C57BL/6J background were backcrossed with the B6 background mice until N6. *MKRN1*^*+/*−^ mice were mated to produce MEFs with or without MKRN1. To acquire MEFs of 13.5 embryo day, embryos washed with phosphate-buffered saline (PBS; Welgene) were minced followed by incubation with the treatment of 3 ml trypsin/EDTA (Gibco) at 37 °C for 15 min. The MEFs were grown in 20 ml Dulbecco’s modified Eagle medium (DMEM) containing 10% foetal bovine serum (FBS; GIBCO) for 4–8 h followed by the change of media with DMEM containing 10% FBS. The confluent MEFs were then subcultured at 1:3 ratio^33^. HEK293T (a human embryonic kidney cell line) and HepG2 (a human hepatocellular carcinoma cell line) cells were acquired from the American Type Culture Collection (ATCC, Manassas, VA). The phenotypes of these cell lines were authenticated by ATCC on a regular basis. All the cell lines employed here were negative for mycoplasma when detected using an e-Myco plus Mycoplasma PCR Detection Kit (Intron, Gyeonggi-do, Republic of Korea) and were protected from mycoplasma infection by treatment with Plasmocin^TM^ (InvivoGen, CA, USA). Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), PEI (Sigma-Aldrich, St. Louis, MO, USA) or Lipofectamine RNAiMAX (Invitrogen) were employed to transfect plasmid DNA or siRNA.

### Reagents

Phospho-AMPKα (1:1000, Thr 172) (2535), AMPKα (1:1000, 2603), AMPKα1 (1:1000, 2795), AMPKα2 (1:1000, 2757), AMPKβ1 (1:1000, 4178), AMPKγ1 (1:1000, 4187), phospho-ACC (1:1000, 3661), ACC (1:1000, 3676), phospho-AKT (1:1000, Ser 473) (9271) and AKT1 (1:2000, 2967) antibodies were acquired from Cell Signaling Technology (Danvers, MA, USA). The UCP1 antibody (1:1000, ab10983) and mouse AMPKα1 (1:1000, ab3759) were procured from Abcam (Cambridge, MA, USA). Mouse AMPKα2 (1:1000, AF2850) was purchased from R&D systems Inc. (MN, USA). FLAG (1:3000, F3165 and F7425) and β-actin (1:10000, A5316) antibodies were procured from Sigma-Aldrich. The MKRN1 antibody (1:3000, A300-990A) was procured from Bethyl Laboratories. The mono- and polyubiquitin chain antibodies (1:1000, FK2, Biomol, PW0150) were purchased from Enzo Life Sciences. The HA antibody (1:3000, 12013819001) was obtained from Roche. GAPDH (1:5000, sc-25778), GFP (1:5000, sc-8334) and HA (hemagglutinin) (1:3000, sc-7392 and sc-805) antibodies were procured from Santa Cruz Biotechnology (Dallas, TX, USA). MG132 (M-1157) was purchased from A.G. Scientific (CA, USA). CHX (C4859) was purchased from Sigma-Aldrich.

### Indirect calorimetry

Metabolic performance (energy intake and EE) was studied using a PHENOMASTER automated combined indirect calorimetry system (TSE System GmBH, Bad Homburg, Germany). For the experiment, the mice first acclimated for 48 h in a metabolic chamber provided with food and water were subsequently evaluated for 3 days for oxygen consumption (VO_2_), carbon dioxide production (VCO_2_) and food consumption. The temperature for these studies was kept at 22 °C, with a 12-h-light/dark cycle. Standard in-house software was used for EE.

### Micro-positron emission tomography/-CT image acquisition and analysis

After 6 h of fasting, each mouse was intravenously injected with 200 µCi of F-18 fluorodeoxyglucose via the tail vein and then maintained in a box at 4 °C for 1 h. Each mouse was anaesthetised during the scan with isoflurane (2.5% flow rate). The animals were placed in a prone position on a standard mouse bed. The limbs of the mice were positioned laterally from the body to obtain uniform CT images. Whole-body CT images were obtained employing a micro-positron emission tomography (PET)/-CT scanner (nanoScan PET/CT, Mediso Inc., Budapest, Hungary). The X-ray source was fixed at 200 µA and 45 kVp with 0.5 mm for CT image acquisition. The CT images were recreated through cone beam reconstruction using a Shepp filter with a cutoff at the Nyquist frequency and a binning factor of 4, which resulted in an image matrix of 480 × 480 × 632 with a voxel size of 125 µm. The PET images were recreated using the Tear-Tomo Real 3D PET engine (nanoScan PET/CT, Mediso Inc.). The weight of each mouse was determined before taking image of lean body mass (LBM). The overall body image, including total and visceral adipose tissue volume was measured as reported previously^51^. The LBM is defined as the weight of the body without the weight of fat. Here LBM was analysed according to the following equation, where the density of fat was 0.9 g cm^−3^. Detailed methods are described in a previous report^51^.

1 $$\ {\mathrm{LBM}} = \{ {\mathrm{body}}\;{\mathrm{weight}}\,\left( {\mathrm{g}} \right)-({\mathrm{total}}\;{\mathrm{adipose}}\;{\mathrm{tissue}}\;{\mathrm{volume}}\,({\mathrm{cm}}^3) \times 0.9\,({\mathrm{g}}\;{\mathrm{cm}}^{ - 3}))\}$$

### Glucose tolerance test (GTT), insulin tolerance test (ITT) and insulin stimulation

The mice were treated with an HFD for 16 weeks and tested after an overnight (16-h) fast. The glucose tolerance test (GTT) was performed via oral glucose (G8769, Sigma-Aldrich) administration at a dose of 1 g kg^−1^ after an overnight fast. The blood glucose levels were analysed at 0, 15, 30, 60 and 120 min post-injection using GlucoDr. Plus (AGM-3000, Allmedicus). For insulin tolerance test assays insulin (I9278, Sigma-Aldrich) stimulation was accomplished via intraperitoneal insulin injection at a dose of 0.75 U kg^−1^ (final volume 125 μl) after an overnight fast. Glucose levels were measured at 0, 15, 30, 60, 90 and 150 min after injection. Protein samples of skeletal muscle, liver and epididymal fat pads were collected 10 min after injection for western blot analysis.

### Faecal energy content

Faeces were collected and dried in a drying oven until the samples were completely free of water. The energy contents of 0.5–1 g of dried samples were measured using a bomb calorimeter (Parr6400 Calorimeter, IL, USA). TG and fatty acid contents were measured using enzymatic methods (AU680, Beckman Coulter, USA).

### Metabolomic analysis

Metabolomic analysis was performed employing the Basic Scan package from Human Metabolome Technologies (HMT) Inc. (Tsuruoka, Japan) and capillary electrophoresis–time-of-flight mass spectrometry (CE-TOFMS) as described previously^52^. Metabolites were extracted from *MKRN1*^−*/*−^ MEFs and the MEFs of WT littermates as the manufacturer suggested (E-130637; HMT). Briefly, the cells were washed twice using a 5% (w/w) mannitol solution, added to methanol to extract metabolites and treated with internal standards solution 1 (HMT). The extracted solution was centrifuged for 5 min at 2300 × *g* and 4 °C. The proteins of the upper aqueous layer were removed using a Millipore 5-kDa cutoff filter. The filtrate was subsequently lyophilised and dissolved in 50 µl of Milli-Q water and analysed via CE-TOFMS. Automatic integration software (MasterHands ver. 2.16.0.15 developed at Keio University) was employed to process peaks from CE-TOFMS analysis and to acquire information of *m*/*z*, migration time (MT) and a relative peak area. The HMT metabolite database based on the peak MTs and *m*/*z* values established using TOFMS were employed to assign all the target metabolite.

### Glucose consumption measurements

HepG2 cells and MEFs were cultured in fresh high-glucose (4500 mg l^−1^) medium for 24 or 48 h at 24 h after siRNA transfection. Live cells were treated with 2-[*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino]-2-deoxy-d-glucose for 30 min (20 μM), and glucose uptake was measured by quantifying fluorescence using flow cytometry.

### FFA-induced steatosis

For the FFA stock solution, oleic acid (OA, 100 mM) was conjugated with 1% (w/v) bovine serum albumin (BSA). The required volume of the FFA stock was added to the medium to obtain a 0.5 or 1 mM concentration of fatty acids for experiments. HepG2 cells were treated with OA complexed with BSA or fatty acid-free BSA (as the control) for 24 h and then stained with ORO (Oil Red O staining) . Images were procured using aNikon eclipse 80i light microscope (Nikon, Tokyo, Japan) and analysed with Nikon NIS-Elements F 3.2 software. Cellular TGs were also extracted from FFA-treated HepG2 cells and measured.

### TG measurement

For TG measurement, 0.2-g liver samples from male *MKRN1*^*+/+*^ and *MKRN1*^−*/*−^ mice or FFA-treated HepG2 cells were homogenised in 5% NP-40 in water, and the samples were then heated to 95 °C and cooled to room temperature twice. TG contents were analysed using the Triglyceride Quantification Colorimetric Kit (Bio Vision, CA, USA). TG levels were calculated from measurements of the absorbance at 570 nM.

### FAO measurement

For FAO measurement in HepG2 cells, the cells were plated in triplicate in 96-well plates at a density 6 × 10^4^ cells per well. The culture medium was changed to glucose deprivation medium (1 mM of glucose, 1 mM of l-glutamine, 0.5 mM of l-carnitine, 1% FBS, penicillin/streptomycin solution, pH 7.4) overnight, followed by replacement of the medium with FA/FA-free measurement medium (ab217602) with or without carbonyl cyanide *p*-trifluoro-methoxyphenylhydrazone (FCCP) in the presence of an O_2_ consumption reagent (ab197243). Measurements were performed using a fluorescent plate reader (GloMAX-Discover, Promega). For FAO measurement in MEFs, an extracellular flux (XF24) analyser (Seahorse Bioscience) was used to measure oxygen consumption rates (OCR). The MEFs were plated at a density of 6 × 10^4^ cells per well in triplicate in custom-designed 24-well plates (Cat. No. 103010-100). OCR was evaluated over time with or without the addition of oligomycin (2.5 μM), followed by the addition of FCCP (1.6 µM), and rotenone/antimycin-A (0.5 μM) with or without palmitate-conjugated BSA (Cat. No. 102720-100).

### Lactate measurement

The l-Lactate Assay Kit II (1200051002, Eton Bioscience) was employed to quantitate the amount of lactate.

### Serum biochemistry

Fasting plasma insulin levels were measured in mice fasted for 16 h using the Mouse Metabolic Hormone Magnetic Bead Panel (Metabolism Multiplex Assay, MMHMAG-44K, Millipore). Plasma TG, cholesterol and FFA concentrations were determined using enzymatic methods (Roche Diagnostics, Mannheim, Germany) with a Hitachi 7600 clinical chemistry analyser (Hitachi Ltd., Tokyo, Japan) in overnight-fasted mice. Serum AST and ALT levels were measured via ultraviolet methods (Roche Diagnostics) with a Hitachi 7600 analyser, according to the recommended protocols from the International Federation of Clinical Chemistry.

### Histology and immunohistochemistry

Tissues fixed in 10% buffered formalin were embedded in paraffin followed by staining with haematoxylin and eosin or periodic acid Schiff for glycogen detection. Images were obtained using a Leica DM2500 microscope (Leica Microsystems, IL, USA) and analysed with Leica LAS V4.7 software. For immunohistochemistry, the ImmPRESS Peroxidase Polymer kit (Vector Laboratories, Burlingame, CA, USA) was employed. Briefly, the slides blocked with 2.5% horse serum were incubated overnight at 4 °C with the F4/80 antibody (1:200; sc-377009; Santa Cruz Biotechnology) followed by washing. Slides were then incubated for 30 min with an appropriate peroxidase polymer-linked secondary antibody. For colorimetric detection the slides were stained with ImmPact DAB substrate (SK-4105, Vector Laboratories) followed by counterstaining with Meyer’s haematoxylin for 10 s. For Oil Red O staining, formalin-fixed tissues were equilibrated in 30% sucrose, embedded in OCT compound and snap-frozen in liquid nitrogen. Frozen sections were stained with Oil Red O (Sigma-Aldrich). Images were obtained using a Nikon eclipse 80i microscope and analysed with Nikon NIS-Elements F 3.2 software. The freehand area selection tool in ImageJ were employed to determine adipocyte size (mean area of white adipose cells, minimum *n* = 3 samples per group and *n* = 3 fields per section).

### Ubiquitination assay

The ubiquitination assay was conducted under denaturing conditions to detect ubiquitinated endogenous and overexpressed AMPKα proteins. Briefly, to detect proteins ubiquitinated with HA-conjugated ubiquitin or endogenously ubiquitinated proteins under denaturing conditions, cells were lysed by boiling for 10 min in PBS containing 1% SDS and 5 mM NEM (*N*-ethylmaleimide). The lysates were immunoprecipitated in lysis buffer (a final concentration of 0.1% SDS). For immunoblotting, proteins were transferred to polyvinylidene difluoride membranes and denatured using 6 M guanidine-HCl containing 20 mM Tris-HCl (pH 7.5), 5 mM mercaptoethanol and 1 mM phenylmethyl sulphonyl fluoride for 30 min at 4 °C. Ubiquitinated proteins were identified by horseradish peroxidase-conjugated anti-Ub antibodies (FK2, PW0150, Biomol)^35^. For in vitro ubiquitination assays, a 0.5-µg sample of bacterially purified recombinant proteins was incubated with 100 ng of E1 (UBE1, E-305, Boston Biochem, Cambridge, MA, USA), 250 ng of E2 (UbcH5c, E2-627, Boston Biochem) and 5 µg of ubiquitin (U-100H, Boston Biochem) in 20 µl of reaction buffer (40 mM of Tris, 50 mM of NaCl, 5 mM of MgCl_2_, 2 mM of ATP and 1 mM of dithiothreitol, pH 7.6) as indicated. The reaction was stopped after 3 h at 37 °C by the addition of SDS sample buffer and boiling.

### Protein purification and immunoprecipitation

Glutathione *S*-transferase (GST)-tagged recombinant MKRN1 and the AMPKα1, α2, β1 and γ1 proteins were purified from bacteria using GST Sepharose beads according to the manufacturer’s protocol (GE Healthcare).

Immunoprecipitation assay: The cells were lysed in lysis buffer (50 mM of Tris-HCl (pH 7.5), 150 mM of NaCl, 0.5% Triton X-100 and 1 mM of EDTA) containing a protease inhibitor cocktail. The cell lysates were then incubated with 1 µg of antibody with rotation, followed by incubation with 25 µl of protein G agarose (Invitrogen), and the precipitated proteins were eluted in SDS sample buffer under boiling conditions^53^.

### Recombinant adenoviruses

The adenoviral clone pAV-U6-GFP (control vector, Ad_control) and an adenoviral clone containing an shRNA for murine MKRN1 (Ad_shMKRN1) were purchased from ViGene Biosciences Inc. (Rockville, MD, USA). The adenoviruses were propagated in HEK293 cells according to the manufacturer’s protocol. Adenoviruses expressing a nonspecific RNAi control (Ad_US) and shRNA for murine AMPKα2 (Ad_shα2) were generated via homologous recombination between the adenovirus backbone vector pAD-Easy and the linearised transfer vector pADTrack. For animal experiments, the viruses were purified in a CsCl gradient, dialysed against PBS buffer containing 10% glycerol and stored at −80 °C. The mice were tail vein-injected with the recombinant adenovirus (0.5 × 10^9^ pfu per mice). Plasma ALT and AST levels were not significantly different between the mice in the same experimental groups that were injected with various adenoviruses. The shRNA sequences were as follows: Ad_shMKRN1 #1: 5′-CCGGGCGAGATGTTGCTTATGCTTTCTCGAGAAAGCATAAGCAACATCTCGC TTTTTG-3′; Ad_shMKRN1 #2: 5′-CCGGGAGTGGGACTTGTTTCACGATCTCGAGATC GTGAAACAAGTCCCACTCTTTTTG-3′; and Ad_shα2: 5′-CCATAAAGTGGCAGTTAAG ATCTTAAA-3′.

### Statistical analysis

All statistical tests were two sided, and the values are expressed as the means with 95% confidence intervals. The normality of the distribution was assessed with the Kolmogorov–Smirnov method. Statistically significant differences between any two groups were examined using unpaired two-tailed *t*-tests or Mann-Whitney *U* tests, depending on normality. Data involving more than two groups were assessed via analysis of variance using GraphPad Prism software (version 7; GraphPad Software Inc., La Jolla, CA). Analysis of covariance (ANCOVA) was employed to compare genotypes, with adjustment for the confounding effect of mouse body weight for EE. The EE ANCOVA method used in this work was provided by the NIDDK Mouse Metabolic Phenotyping Centers (MMPC, www.mmpc.org) on their Energy Expenditure Analysis page (http://www.mmpc.org/shared/regression.aspx) and supported by grants DK076169 and DK115255. A value of *P* < 0.05 was considered statistically significant.

### mRNA-sequencing and data analysis

Total RNAs were obtained from the liver and adipose tissues of *MKRN1*-null and WT mice. Poly(A) mRNA isolation from total RNA and fragmentation was performed using the Illumina TruSeq RNA Sample Prep Kit v2, according to the manufacturer’s instructions. Reverse transcription of RNA fragments was performed using Superscript II reverse transcriptase (Life Technologies). The adaptor-ligated libraries were sequenced on the Illumina HiSeq 4000 platform (Marcrogen, Korea). mRNA-sequencing analysis was performed with two independent replicates from each condition. Adapter sequences (TruSeq universal and indexed adapters) were removed from the resulting read sequences for each sample using cutadapter software^54^. Then, the remaining reads were aligned to the mouse GRCh38 genome using Tophat2 software (version 2.1.1) with the default parameters^55^. After alignment, we computed RPKM (reads per kilobase of target per million mapped reads) for the gene features (GTF file of GRCm38.91) using Cufflinks^56^.

### Identification of DEGs

The numbers of reads counted by HTseq were converted to log_2_ read counts after adding one to the read counts. The log_2_ read counts for the samples from each condition were then normalised via the trimmed mean of *M*-values normalisation in the edgeR package^57^. To identify DEGs, we performed integrative statistical hypothesis tests as previously described^58^. Briefly, for each gene, we calculated a *T*-statistic value using Student’s *t*-test as well as the log_2_ fold change in the comparison of *MKRN1*-null versus WT. We then estimated the empirical distributions of T-statistic values and the log_2_-fold-change for the null hypothesis (i.e., the genes are not differentially expressed) by performing all possible combinations of random permutations of the four samples. Using the estimated empirical distributions, we computed adjusted *P*-values for the two tests for each gene and then combined these *P*-values using Stouffer’s method^59^. Finally, we identified DEGs as those genes showing combined *P*-values ≤ 0.05 and absolute log_2_ fold changes ≥ 0.58 (1.5-fold). To identify the cellular processes represented by the DEGs, we performed enrichment analysis of gene ontology biological processes (GOBPs) using DAVID software^60^ and selected the GOBPs with *P*-values < 0.05 as the processes enriched by the DEGs.

### Reconstruction of a network model

To construct a network model for the DEGs, we first selected a subset of the DEGs involved in the GOBPs related to mTOR signalling (Supplementary Fig. 9a, b) and glucose and fatty acid metabolism (Fig. 5c). We then collected the protein–protein interactions for these genes from five interactome databases: Biomolecular Interaction Network Database, Human Protein Reference Database, Biological General Repository for Interaction Datasets, Molecular INTeraction Database and Search Tool for Recurring Instances of Neighbouring Genes^61–65^. The initial network model was built with the target genes and their interactors using Cytoscape^66^. We then arranged the nodes according to their associated GOBPs and Kyoto Encyclopedia of Genes and Genomes pathways^67^ related to glucose and fatty acid metabolism, such that the nodes involved in the same GOBPs and pathways were located close to each other.

### Data availability

Uncropped gels and blots are available in the Supplementary Information (Supplementary Figs. 13–22).

RNA-seq data generated for this study have been deposited in the Gene Expression Omnibus database under accession number GSE115012.

## Electronic supplementary material

Supplementary Information

Peer Review

Description of Additional Supplementary Files

Supplementary Data 1

How the deposited data were processed for this re-analysis (not part of the article)

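Poly(A) RNA of liver and subcutaneous fat from male C57BL/6 mice on an HFD had been sequenced in 8 libraries, 2 WT and 2 MKRN1-null mice for each tissue. The authors deposited 1 file of transcript values per library, in FPKM, TPM and coverage, made by HISAT2, SAMtools and StringTie 1.3.3b on mm10 (the versions of HISAT2 and SAMtools are not given in the sources used here). The values had been estimated by StringTie for a fixed annotation of 36780 transcripts and scaled to the depth of each library, with no further normalization between libraries. They were not counts, so tests that need counts were not used. The alignments were not used here.

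FPKM was summed over the transcripts of each gene symbol, and log2(FPKM + 1) was taken. A gene was tested in a tissue when its FPKM was at least 1 in at least 2 of the 4 libraries. Each tissue was fitted by itself with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on expression), and p was adjusted over all tested genes of the tissue by the Benjamini-Hochberg method. The difference between the tissues was the interaction of tissue and genotype over genes tested in both. Gene lists were compared with all other genes by camera. Each list was also tested by itself, not against other genes, by fry. In both tests p was adjusted over the lists of a tissue. By fry 5 of 47 lists in liver and 0 of 49 in adipose tissue passed, against 23 and 21 by camera. Liver glycolysis passed by fry (adjusted p = 0.0484). De novo lipogenesis (adjusted p = 0.0684) and PPARγ targets of fatty liver (adjusted p = 0.0676) in liver did not. Files were read and tables and figures made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The depth of each library was computed from its aligned bases, which is coverage divided by FPKM on the same transcript, and limits the precision of scarce transcripts, so that genes below the filter are given as values without a test. The procedure was tested on simulated data with the mean and spread of the real libraries and known changes.

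Comparisons, gene lists and alternatives were fixed before the data were examined. Most genes named in the text follow a rule fixed at the same time. It takes every gene that the paper names for a tissue, whose values in the paper's figures and table had been seen, and up to 10 of the largest rises and falls past the adjusted threshold with both MKRN1-null libraries on one side of both WT libraries, leaving out genes with provisional names. Where fewer than 5 genes passed in a direction the study thresholds were used in place. It also takes up to 4 members of each gene list with the largest change past either criterion, and Mkrn1, Mkrn2, Mkrn3, Xist and Ddx3y. Some genes in the text fall outside this rule and were chosen for their function after their values were seen. In adipose tissue they are Acta1, Ckm, Tnnt3, Myh4, Mb, Cox7a1, Prdm16, Pnpla2, Lipe, Pfkl, Pgam1, Eno1, Ldhb, Mtor, Prkaa1, Prkab1, Prkag1, Jund, Adgre1, Srebf1 and Mlxipl, and in liver Cpt1a, Ldha, Pck1, Ehhadh, Cyp4a10, Timp1, Adgre1 and Mlxipl. The alternatives were a pseudocount of 0.1, TPM in place of FPKM, no filter, a filter at an FPKM of 5, median-of-ratios scaling, quantile normalization, all 8 libraries in one fit, no trend, the replicate number as a block, leaving out each library in turn, testing transcripts one by one, the procedure described in the paper's methods, and other widths of the region around Mkrn1. Of the paper's procedure, only the permutation tests were applied, on FPKM and without the paper's read counts and their normalization. Sex was checked by Xist and Ddx3y, and genotype by Mkrn1. The results of a few single genes are not reported here.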

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

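The tests of an effect shared by both MKRN1-null adipose libraries and of an even loss of every kind of non-parenchymal cell were chosen only after the result was seen. The other tests were fixed before the data were examined.

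Glycolysis and AMPK subunit genes had higher means in MKRN1-null adipose tissue, where the share of summed FPKM in contractile genes of muscle, which the paper does not discuss, was 23.9% in MKRN1-null replicate 2. In these libraries an effect of genotype shared by both MKRN1-null samples is argued against by a median difference of −0.032 from the WT mean over the 16 glycolysis and AMPK genes of the study in MKRN1-null replicate 1, against 2.826 in replicate 2. That replicate 1 may not be a library the paper's table shows, since over 1178 genes both of the table's MKRN1-null columns correlated, across genes that are not independent replicates, with replicate 2 (Pearson's r = 0.961 and 0.938) and hardly with replicate 1 (0.088 and 0.066). More skeletal muscle in the sample may account for the pattern, as the median log2 fold change of the detected contractile genes was 3.839. Of the 38 contractile genes, 16 reached an FPKM of 1 in WT adipose tissue, and none is in another list or in one taken from the paper's text and figures.

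More genes were lower than higher in MKRN1-null liver. An even loss of every kind of non-parenchymal cell is argued against by the median of the Kupffer cell list, −0.02 against −0.961 for macrophages, although that median ran from −0.693 to 0.407 when 1 library was left out. Fewer non-parenchymal cells of other kinds remain a possible source, with medians of −0.608 for endothelium, −0.961 for macrophages and −1.141 for stellate cells and fibrosis, but hepatocytes may also express fewer of these genes (liver reached an FPKM of 1 for 14 of 14, 16 of 18 and 17 of 18 members). For macrophages, the paper's staining of liver sections for a macrophage antigen showed no significant difference between the genotypes. Scaling of FPKM between libraries cannot be told apart from a real excess, because the share of lower genes after median-of-ratios scaling, 67.8%, lay between the bounds of 60 and 70 set in advance, and because that scaling itself moves the median of all genes to −0.001. A fall in the transcription of a less fatty liver is a biological explanation that the design names through genotype and that was not tested.

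Lipogenesis genes had lower means in MKRN1-null adipose tissue. A smaller share of adipocytes may contribute, since the white adipocyte list had a median of −0.463, within 0.3 of the −0.62 of de novo lipogenesis. In MKRN1-null replicate 1, however, it was 0.142, with 13 of 20 genes above both WT values, while de novo lipogenesis was at −0.26. Of its 20 members, 12 are in another list and 2 were named by the study. Reads taken up by muscle transcripts cannot be told apart from lower expression, because the median of de novo lipogenesis after median-of-ratios scaling, −0.408, lay between the bounds of −0.2 and −0.58. A direct effect of genotype on lipogenesis stays open as well.

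A difference between the tissues in the effect of genotype (adipose tissue minus liver) of at least 1 log2 unit was found by limma's camera for PPARγ targets of fatty liver (median 1.711), glycolysis (1.23), its muscle isoenzymes (2.176), cholangiocytes (1.264), male-biased liver genes (−1.161), xenobiotic metabolism (1.734), and the glycolysis genes the study named for liver (1.658) and for adipose tissue (1.721). Smaller differences past camera's adjusted threshold included oxidative phosphorylation (0.52, adjusted p = 2.11e-09) and the tricarboxylic acid cycle (0.464, adjusted p = 8.17e-07). None kept an adjusted p under 0.05 with an estimated correlation. Nor did any other list compared, so that test cannot tell these lists apart.

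In liver, lists with few or no genes that the paper discusses had most members past the adjusted threshold, with medians of −2.051 for PPARγ targets of fatty liver, −1.553 for lipid-associated macrophages, −0.877 for cholangiocytes and −0.776 for the cell cycle (each adjusted p = 0.62 from camera with an estimated correlation). Without MKRN1-null replicate 2 the number past the threshold was 5 of 13, 2 of 14, 1 of 8 and 0 of 12. The acute phase response, with 2 higher and 10 lower of 17 and a median of −0.785, did not differ from other genes by camera (adjusted p = 0.383). Jund, a gene the paper does not discuss, had a log2 fold change of 4.56 in liver, and its adipose FPKM was 127 and 2.63 in the WT replicates. The endothelium list, none of whose members the paper discusses, had a median of −1.166 in adipose tissue.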

How the results depend on the processing

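The count of liver genes at an adjusted p under 0.05 (2106) was 1276 with a filter at an FPKM of 5, 1251 with median-of-ratios scaling, 1040 with quantile normalization, 227 with all 8 libraries in one fit, and 55 to 1880 with 1 library left out. At the study thresholds (1692) it was 940 with the filter at 5, where fewer genes are tested, and every other setting stayed within 1.5 times. In adipose tissue the adjusted count (0) was 1 with all 8 libraries in one fit, 421 with the replicate number as a block and 4 to 6290 with 1 library left out. At the study thresholds (738) it was 436 with the filter at 5, 1405 with all 8 libraries in one fit, 1438 with the block, 1451 with the procedure of the paper's methods and 498 to 5202 with 1 library left out. Adipose gene lists past camera's adjusted threshold (21) numbered 10 to 25. The odds ratio for the 5 Mb around Mkrn1 in adipose tissue was 0.43, and liver Mkrn1 ran from −1.741 to −1.476 with 1 library left out. The cause was not tested. A lone library was assumed to vary like the other group. Nothing in the labels says that replicates of the same number were paired. The count of 1451 came from the paper's permutation tests run on FPKM, without its read counts and their normalization.

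Medians that changed sign with camera's call in at least 1 of the fits were, in liver, immediate early and heat shock genes (−0.218; 0.106 with the filter at 5), insulin signalling (−0.031; 0.001 with the filter at 5, 0.131 with median-of-ratios, 0.198 with quantile) and ribosomal proteins (−0.054; 0.152 with median-of-ratios). In adipose tissue they were AMPK subunits and upstream kinases (0.05; −0.05 with TPM), hepatocyte identity (−0.294; 0.056 with no filter), male-biased liver genes (−0.105; 0.126 with no filter) and ribosomal proteins (−0.025; 0.216 with median-of-ratios). With 1 library left out, such liver medians ran from −0.693 to 0.407 for Kupffer cells, −0.051 to 0.205 for insulin signalling, −0.478 to 0.004 for the unfolded protein and integrated stress response, and −0.395 to 0.003 for immediate early genes. Such adipose medians ran from −1.626 to 0.311 for immediate early genes, −0.07 to 0.359 for glycolysis, −0.202 to 3.894 for its muscle isoenzymes, −0.404 to 3.031 for brown fat genes shared with striated muscle, −1.425 to 9.187 for contractile genes, −0.89 to 0.142 for white adipocytes, −0.149 to 0.85 for the circadian clock, −0.217 to 0.13 for ribosomal proteins, −0.041 to 0.155 for AMPK subunits and upstream kinases, and −0.068 to 1.951 for the glycolysis genes of the study. Adipose Clic5 ran from −0.665 to 2.021. A further 15 of 609 liver and 21 of 633 adipose values of list medians changed sign with no call in either fit. The cause was not tested.

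Of 1819 values of named liver genes under the alternatives, 1309 kept direction and side of the threshold, 472 kept direction and lost the call, 23 kept direction and gained it, 15 changed sign with no call in either fit, and 0 changed sign with a call in at least 1 of the fits. Of 1275 in adipose tissue the numbers were 1095, 100, 61, 18 and 1. Of the 1692 liver genes at the study thresholds, 1160 kept the call with median-of-ratios scaling and 943 with quantile normalization, and all kept their direction. With 2 libraries per genotype, and 28.3 to 45.7 M fragments each, small changes and scarce transcripts are not resolved.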

Differences from the paper's values

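At the paper's limits of 0.05 and 0.58, applied to limma's unadjusted p where the paper combined permutation-based P-values, liver genes that were higher numbered 244, where the paper gives 492. Median-of-ratios scaling (435) and quantile normalization (438) came within 1.5 times of the paper's number, and every other alternative set before the data were examined did not. In adipose tissue 738 genes passed, 86 higher and 652 lower, where the paper gives 3383, 1379 and 2121. The total and the number higher lay outside that range under every alternative set before the data were examined, and so did the number lower. Among these alternatives were the fit without MKRN1-null replicate 1 and the permutation tests of the paper's methods. The permutation tests gave 1451 genes, 233 higher and 1218 lower. They were run on FPKM, without the paper's read counts and their normalization. The adipose groups may be unlike, because the part read of the paper's table does not resemble MKRN1-null replicate 1 (r = 0.088 and 0.066 for its MKRN1-null columns), which also holds for the adipose values below.

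The paper's supplementary table, of which the first 1996 of 6931 lines were read, gives log2 fold changes for some of the genes named. For adipose Akt2 the paper's value is −1.007 against −0.188 here, for adipose Pik3r1 −2.533 against −2.037, for liver Hras −0.761 against −0.362 and for liver Rheb −0.623 against −0.198, and none of the alternatives brought these within the error. For liver Eno1 the paper's value is −0.731 against −0.929, and median-of-ratios scaling, leaving out WT replicate 2 and leaving out MKRN1-null replicate 2 did so, the others not. For liver Pik3r1 it is −2.13 against −0.576, and leaving out WT replicate 2 or MKRN1-null replicate 1 did so, the others not.

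Of 43 tested liver genes the paper names as lower from its sequencing, 43 had a negative log2 fold change. ChREBP, which it also reports as suppressed in MKRN1-null livers, is not among them, and its gene Mlxipl had a positive value. Of 20 adipose genes reported as lower, 18 did, and the paper's lower Eif4e and Prkca were at 0.38 and 0.55. Of 19 adipose genes reported as higher, 18 had a positive value, and Pfkfb3 was at −0.58. Of the 13 tested adipose glycolysis genes the paper shows, 1 passed the thresholds here, and 11 higher ones passed without MKRN1-null replicate 1. Of the 23 adipose fatty acid synthesis genes, 1 passed here and 22 lower ones without MKRN1-null replicate 1.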

Other observations

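Several transcripts tied to inflammation and scarring of a fatty liver were lower in MKRN1-null livers. They fell for Spp1 (osteopontin), Lgals3 (galectin 3) and Gpnmb, which mark macrophages that take up lipid, for the collagen gene Col1a1 and the protease inhibitor gene Timp1 of fibrosis, and for the acute phase gene Saa1, while Igfbp2, a binding protein gene that obesity lowers, rose. Spp1 fell from 222 ± 28.8 FPKM (SD, n = 2) to 32.0 ± 3.29 (log2 fold change −2.75, standard error 0.13, adjusted p = 0.00576 from limma), Lgals3 by 2.08, Gpnmb by 1.93 and Col1a1 by 2.29 (adjusted p = 0.0663, 0.0663 and 0.0698 without MKRN1-null replicate 2), Timp1 by 1.63 and Saa1 by 2.57 (adjusted p = 0.0135). Igfbp2 rose from 69.4 ± 1.59 to 296 ± 36.0 (2.07, adjusted p = 0.0069). Of 17 genes of stellate cells and fibrosis 13 were lower and none was higher (16 lower when adjusted over the list alone), and none kept the adjusted call without MKRN1-null replicate 2. Camera's adjusted p was 1.56e-05 (adjusted p = 0.647 with an estimated correlation).

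Male-biased liver genes, which depend on pulses of growth hormone, were higher in MKRN1-null livers, with 10 higher and 1 lower of 23 (16 and 1 when adjusted over the list alone) and a median of 1.437 (camera adjusted p = 5.05e-15, adjusted p = 0.62 with an estimated correlation). The median was 0.946 without WT replicate 1 and 2.264 without WT replicate 2, and the WT replicates differed by a median of −1.536 (1 minus 2). Their share of summed FPKM was 1.63% and 4.02% in the WT replicates and 6.79% and 7.91% in the MKRN1-null replicates, and 0 were higher at the adjusted threshold without MKRN1-null replicate 2. Among them Cyp7b1, an oxysterol hydroxylase gene, rose by 2.11 log2 units (adjusted p = 0.0316, and 0.051, 0.074 and 0.142 without WT replicate 1, MKRN1-null replicate 1 and MKRN1-null replicate 2).

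In adipose tissue of MKRN1-null mice the endothelial genes Cdh5 (−1.44), Kdr (−1.31) and Cldn5 (−1.54) passed the study thresholds. Of 14 genes of the endothelium list, 10 passed them as lower (7 lower at an adjusted p under 0.05 over the list alone). Camera's adjusted p was 3.55e-07 (adjusted p = 0.71 with an estimated correlation). All 14 genes of the endothelium list lay below both WT values in each MKRN1-null library, and 8 passed the study thresholds without MKRN1-null replicate 2, 6 without WT replicate 1 and 0 without WT replicate 2. The macrophage gene Adgre1 passed the study thresholds in liver (−0.89, adjusted p = 0.0707 from limma) and neither criterion in adipose tissue (−1.18, adjusted p = 0.68). By staining, the paper found no significant difference in the macrophages of the liver. Srebf1 was at −0.74 in adipose tissue (adjusted p = 0.68), and Mlxipl, the gene for the glucose sensor ChREBP, at 0.42 in liver (adjusted p = 0.13) and 0.03 in adipose tissue (adjusted p = 0.971). The paper reports suppressed ChREBP expression in MKRN1-null livers, which the liver value of Mlxipl did not show.

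The paper's supplementary table holds a column for each adipose library, and was read in part. For Acta1 the paper's log2 values were 12.06 and 11.7 in the MKRN1-null columns, against log2(FPKM + 1) of 4.82 in MKRN1-null replicate 1 and 14.17 in replicate 2.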
